# CBP and SRF co-regulate dendritic growth and synaptic maturation

**DOI:** 10.1038/s41418-019-0285-x

**Published:** 2019-03-08

**Authors:** Beatriz del Blanco, Deisy Guiretti, Romana Tomasoni, María T. Lopez-Cascales, Rafael Muñoz-Viana, Michal Lipinski, Marilyn Scandaglia, Yaiza Coca, Román Olivares, Luis M. Valor, Eloísa Herrera, Angel Barco

**Keywords:** Neuroscience, Neurological disorders

## Abstract

The CREB-binding protein (CBP) exerts tight control of developmental processes. Here, we investigated the consequences of its selective ablation in newborn neurons. Mice in which CBP was eliminated during neuronal differentiation showed perinatal death and defective diaphragm innervation. Adult-born neurons also showed impaired growth and maturation after inducible and restricted CBP loss in dentate gyrus neuroprogenitors. Consistent with these in vivo findings, cultured neurons displayed impaired outgrowth, immature spines, and deficient activity-dependent synaptic remodeling after CBP ablation. These deficits coincided with broad transcriptional changes affecting genes involved in neuronal growth and plasticity. The affected gene set included many predicted targets of both CBP and the serum response factor (SRF), an activity-regulated transcription factor involved in structural plasticity. Notably, increasing SRF activity in a CBP-independent manner ameliorated the transcriptional, synaptic, and growth defects. These results underscore the relevance of CBP–SRF interactions during neuronal outgrowth and synaptic maturation, and demonstrate that CBP plays an essential role in supporting the gene program underlying the last steps of neuronal differentiation, both during development and in the adult brain.

## Introduction

Impaired neuronal maturation, including alterations in dendrite branching and spine morphology and density, is a feature of many neurodevelopmental disorders (NDDs) [1, 2]. One of such syndromes is the Rubinstein–Taybi syndrome (RSTS, OMIM #180849) [3, 4], a congenital autosomal-dominant NDD that is caused by hemizygous mutations in *CREBBP* in most patients [5]. This gene encodes the CREB-binding protein (CBP, *aka* KAT3a), a large protein with intrinsic lysine acetyltransferase (KAT) activity that functions as a transcriptional co-activator for numerous transcription factors (TFs) [6]. Because of its dual roles as a molecular scaffold for the assembly of multimeric protein complexes at regulatory regions and a KAT for histones and other nuclear proteins, CBP is uniquely positioned to control the establishment of novel gene programs during development.

The early embryonic death of CBP null embryos at E10 due to a failure of the neural tube to close has prevented the precise examination of the role of CBP in neuronal differentiation and maturation [7]. In contrast, when CBP is eliminated in mature neurons in the postnatal brain, gross neurological defects and neurodegeneration are not observed, but restricted deficits in specific forms of memory have been reported [8–10]. The comparison of CBP hemizygous mice, which present many traits associated with RSTS [11, 12], and the comparatively milder phenotype of postnatal neuronal-restricted knockouts indicates that CBP is not only critically required during central nervous system (CNS) development [13–16], but plays a more confined role in mature neurons [17].

Here, we generated mice lacking CBP in newborn neurons by crossing *Crebbp*^f/f^ mice [18] with transgenic lines that express the Cre recombinase (either conventional or tamoxifen-regulated) under the control of the nestin promoter to precisely investigate the role of CBP in neuronal differentiation and maturation. Ex vivo and in vivo morphological analyses demonstrated that the loss of CBP in hippocampal neurons interfered with dendrite outgrowth, spine maturation, and chemically induced long-term potentiation (cLTP). Furthermore, RNA-seq data linked these phenotypes with defective activation of transcriptional programs involved in dendritogenesis, synaptogenesis, and synaptic activity. In particular, genes downstream of the serum response factor (SRF) related to neuronal growth and activity-dependent plasticity [19] were affected. This activity-regulated TF is known to participate in transcriptional complexes that contain CBP [20, 21]. Notably, the expression of a constitutively active SRF protein with the ability to transactivate target genes in a CBP-independent manner reduced the growth and transcriptional defects associated with CBP ablation. Based on these results, we conclude that CBP, and in particular its interaction with SRF, is required in newborn neurons to activate the gene program that underlies dendritic growth, spine maturation, and activity-dependent synaptic changes.

## Results

### The loss of CBP in newborn neurons causes perinatal death due to impaired diaphragm innervation

We crossed CBP floxed mice (*Crebbp*^f/f^) with Nestin-cre transgenics to produce neural-specific conditional knockouts (cKOs) and investigate the consequences of selective CBP elimination in recently born neurons (Fig. 1a). Previous investigations using this Cre-driver line have reported insufficient Cre recombinase expression for gene ablation in early embryonic neural progenitors, while recombination becomes efficient during late embryonic and early postnatal periods [22]. This Cre-driver is therefore adequate to investigate the specific impact of gene ablation on newborn neurons. The offspring of these crossings were produced in the expected Mendelian ratios at birth (Fig. 1a). However, the newborn *Nestin-Cre:Crebbp*^*f/f*^ pups (hereafter referred to as Nes-cKOs) rapidly showed respiratory distress, became cyanotic and died in the first hour of life (Fig. 1a). The autopsy of Nes-cKO pups revealed pulmonary collapse, possibly due to respiratory failure, in the absence of any apparent malformation in the heart, kidneys, brain, and other major organs (Fig. 1b and data not shown). However, a 3D reconstruction of magnetic resonance images (MRI) revealed significantly smaller hippocampi in homozygous mice than in control littermates. As expected, the loss of CBP in the neurons caused a reduction in KAT activity reflected in the hypoacetylation of specific histone substrates, such as histone H2B, in the brain of P0 Nes-cKO pups (Fig. 1c). Since the autopsy suggested possible respiratory failure, we next investigated diaphragm innervation. Whole-mount diaphragms were stained with an antibody against neurofilament (NF). In control diaphragms, primary phrenic branches extended numerous secondary or intramuscular branches that formed neuromuscular junctions close to the primary branches. Motor axon projections and branches were underdeveloped in diaphragms from Nes-cKO pups (Fig. 1d), confirming that the innervation defects were a likely cause of the perinatal death. Thus, conditional CBP ablation in this strain does not interrupt embryonic development, but severely decreases survival after birth.

**Fig. 1:**
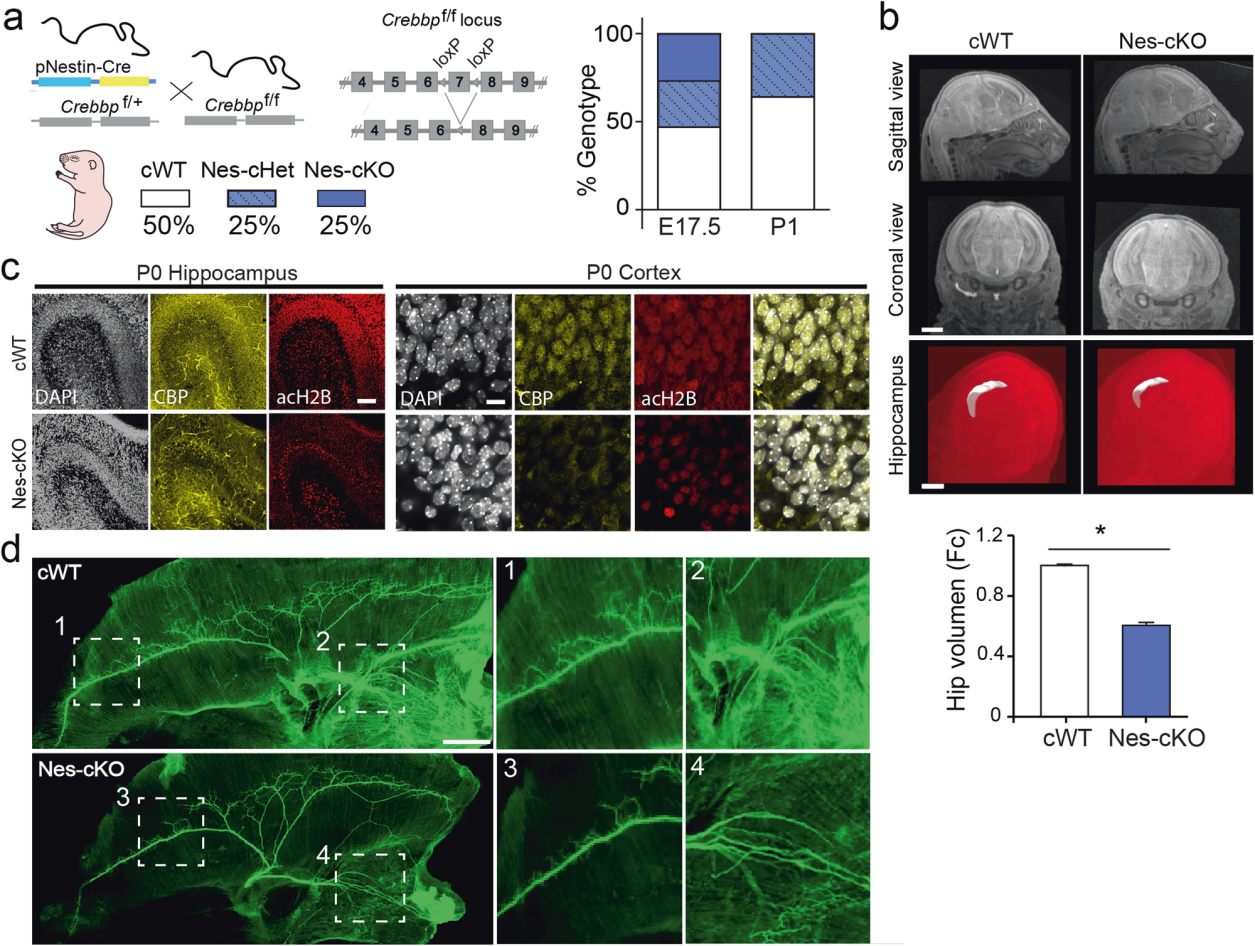
The loss of CBP in newborn neurons causes perinatal death due to innervation failure and reduced neuronal production. **a** Left panel: schematic of the genetic strategy and breeding results. Nestin-Cre:*Crebbp*^f/+^ mice were crossed with *Crebbp*^f/f^ mice; the offspring of these crosses included cWT (*no Cre:Crebbp*^*f/f*^ and *no Cre:Crebbp*^*+/f*^, both genotypes are included in the control group), Nes-cHet (*Nestin-Cre:Crebbp*^*f*/+^), and Nes-cKO (*Nestin-Cre:Crebbp*^*f/f*^) embryos. Right panel: the bar graphs show the normal Mendelian distribution of genotypes among newborns and embryos that is disrupted after birth due to the perinatal death of Nes-cKO pups (*n* = 20 litters). **b** Top: Nes-cKO pups do not show any apparent malformation in the brain. Scale bars: left panel, 1 mm; right panel, 500 μm. Bottom: hippocampal volumes were smaller in Nes-cKO pups than in control littermates (*n* = 3 pups). Student's *t* test: *P < 0.05. **c** Immunofluorescence staining showing CBP loss and histone H2B hypoacetylation in the hippocampus and cortex of Nes-cKO pups. Scale bars: 100 μm (hippocampus) and 10 μm (cortex). **d** Diaphragm innervation defects in Nes-cKO pups. Representative images of the immunostaining of the phrenic nerve innervation (right side) with anti-pan-axonal neurofilament antibody (*n* = 3 pups). Scale bar: 1 mm

### Adult–newborn neurons lacking CBP also show abnormal maturation

We next investigated if CBP loss affected the maturation and outgrowth of adult-born hippocampal neurons in the same manner as embryonic-born neurons. To this end, we generated *Nestin-CreERT2:Crebbp*^*f/f*^ mice. This inducible KO strain (referred to as Nes-iKO) exhibits a loss of CBP immunoreactivity in newborn granule neurons in the dentate gyrus a few days after tamoxifen (TMX) administration. We also introduced an allele that drives the expression of the red fluorescent protein tdTomato (tdTOM) in a Cre-recombination-dependent manner to facilitate the morphological analyses (Fig. 2a). This reporter construct enables monitoring of the maturation and integration in adult neuronal circuit of newborn neurons. TMX administration in P60 mice resulted in simultaneous CBP ablation and red fluorescence-labeling of the neurons born at the time of administration; we then waited for 4 weeks for maturation of the labeled adult–newborn neurons (Fig. 2b).

**Fig. 2:**
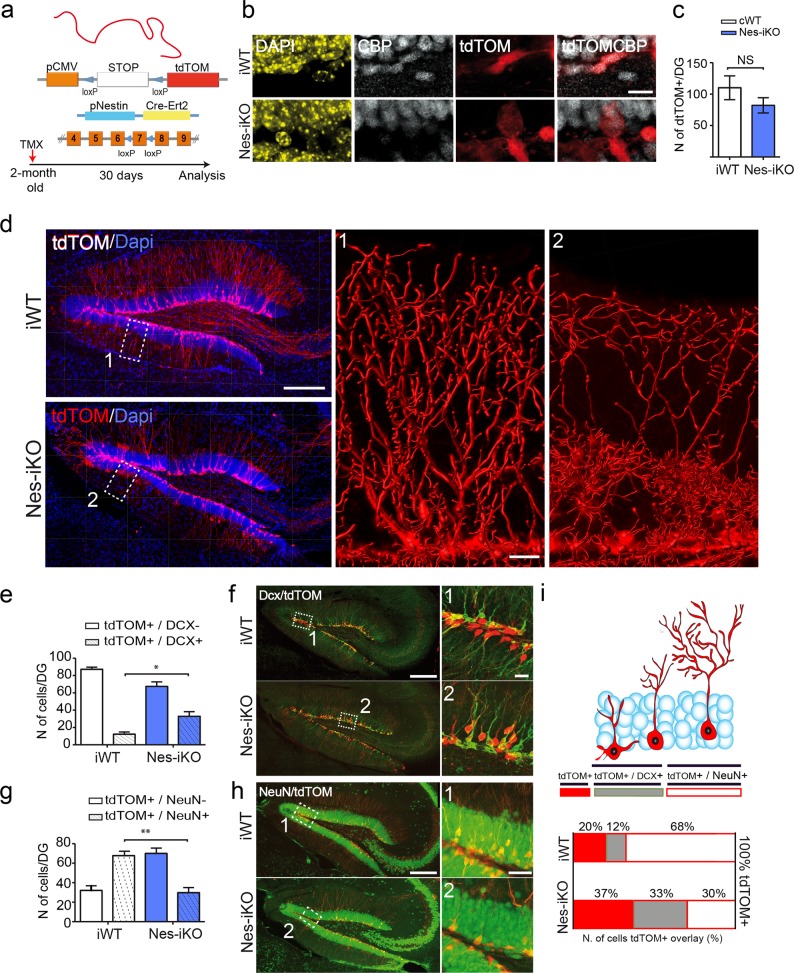
Adult-born neurons lacking CBP also show impaired growth. **a** Schematic of genetic strategy used to deplete CBP in neuroprogenitor cells in the adult brain. **b** Immunostaining with anti-CBP to verify the loss of CBP in adult-born neurons 4 weeks after TMX administration. Scale bar: 10 μm. **c** Quantification of tdTOM cells. **d** The 3D reconstruction of dendritic branches shows a dendritic defect in adult-born granular cells in the dentate gyrus of Nes-iKO mice. Scale bars: lef panel, 200 μm; right panel, 20 μm. **e**, **f** Quantification of the number of Dcx^+^ cells among tdTOM-expressing cells (**e**) and representative images of immunostaining with anti-Dcx antibodies in Nes-iKO and control littermates (**f**). Scale bars: lef panel, 200 μm; right panel, 20 μm. **g**, **h** Quantification of the number of NeuN^+^ cells among tdTOM-expressing cells (**g**) and representative images of immunostaining with anti-NeuN antibodies in Nes-iKO and control littermates (**h**). Scale bars: left panel, 200 μm; right panel, 50 μm. **i** Percentages of tdTOM-expressing cells positive for Dcx and NeuN. The upper scheme summarizes the expression of Dcx and NeuN markers during adult neurogenesis

Although the loss of CBP did not significantly reduce the number of tdTOM-positive (tdTOM^+^) cells (Fig. 2c), tdTOM^+^ cells displayed abnormal dendritic morphology and were mispositioned in the granule cell layer (Fig. 2d). We co-stained brain sections with the immature neuron marker doublecortin (Dcx) and the mature neuron marker NeuN to characterize these abnormal cells. More cells exhibited co-localization of Dcx and tdTOM in Nes-iKO mice than in control littermates (Fig. 2e, f), whereas the co-localization of tdTOM with the marker NeuN was reduced (Fig. 2g, h). Together, these quantitative analyses indicate a delay or inhibition of the differentiation of the newborn cells (Fig. 2i). These findings are consistent with our observations in Nes-cKO mice and underscore the importance of CBP in the last steps of neuronal differentiation, both during early postnatal development and in the adult brain.

### Cultured neurons lacking CBP show impaired dendritic growth and synaptogenesis

To obtain additional mechanistic insight into the role of CBP during neuronal maturation, we next investigated whether CBP loss affected neuronal outgrowth ex vivo using primary neuronal cultures (PNCs). Consistent with the atrophy observed in the MRI volumetric analysis, fewer cells were obtained from the hippocampi of Nes-cKO embryos than control littermates (numbers of cells: WT = 533 K ± 50.0; Nes-KO = 368 K ± 47.5; *n* = 7 embryos per genotype; *p* = 0.03 unpaired Student’s *t* test). Ten days after plating, an equal number of E17 hippocampal cells, immunostaining experiments confirmed the loss of CBP immunoreactivity (Fig. 3a) and the hypoacetylation of several lysine residues in the histone tails. As shown in vivo (Fig. 1c) and in several previous studies [9, 11, 23], H2B was particularly affected (Fig. 3b, c). Double staining of Nes-cKO and control cultures with antibodies against the neuron-specific cytoskeletal protein MAP2 and the astrocyte marker GFAP showed no difference in GFAP staining (Fig. 3d), whereas MAP2 staining revealed dramatic differences in neuronal morphology (Fig. 3e and e**’**). We transfected DIV9 cultures with a GFP-expressing construct under the control of the neuronal-specific synapsin promoter (syn-GFP) to precisely investigate the morphological changes occurring during the maturation of cultured neurons. After 24 h, we fixed the cells and quantified the dendrite length and number. The dendritic tree in neurons from Nes-cKO embryos was shorter and less complex than in control neurons, indicating that the ablation of CBP affects the ability of cultured neurons to elaborate a dendritic tree (Fig. 3f, g). Interestingly, these differences in neurite growth were ameliorated by increasing the concentration of trophic factors in the culture medium and aggravated upon decreasing their levels (Fig. 3h). Thus, CBP-deficient neurons may not have an intrinsic growth defect but an impaired response to neurotrophic factors.

**Fig. 3:**
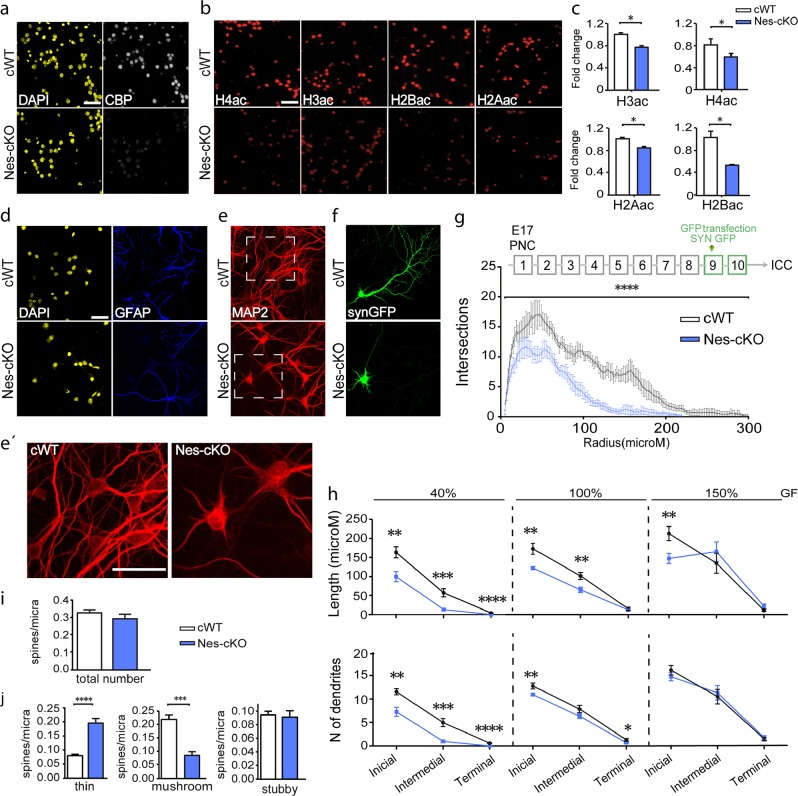
Cultured neurons lacking CBP show impaired dendritic growth and synaptogenesis. **a** Immunofluorescence staining showing CBP loss in cultured Nes-cKO hippocampal neurons at day DIV10. Scale bar: 50 μm. **b** Immunostaining for histone acetylation marks (H3ac, H4ac, H2Bac, and H2Aac) reveals a decrease in the level of acetylation in Nes-cKO PNCs at day DIV10. Scale bar: 50 μm. **c** Quantification of the immunostaining for histone acetylation in PNCs at day DIV10 (*n* = 3 independent PNCs). **d**–**f** Hippocampal neurons transfected with syn-GFP were stained for GFAP (d), MAP2 (e and e’) and GFP (f). The same fields are shown in the different pictures. Scale bar: 25 μm. **g** Sholl analysis presenting the number of intersections versus distance to soma. Error bars are shown every 2 μm. Statistically significant differences between genotypes were analyzed using two-way ANOVA (not repeated measures), ****P < 0.0001 (*n* = 4–5 neurons from three independent PNCs). **h** The concentration of trophic factors in the culture media modulates the growth defect in Nes-cKO neurons. Order range (OR): 1–8 correspond to initial dendrites; 9–16 to intermedial dendrites; and 17–32 or higher to terminal dendrites. **i**, **j** Quantification of spine density (**i**; spines/μm of dendrite length) and morphology (**j**) in Nes-cKO and control hippocampal neurons at DIV16. Student's *t* test; *P < 0.05, **P < 0.01, and ***P < 0.001; *n* = 6–8 neurons from independent PNCs

To further explore the effects of CBP loss on hippocampal neurons, we examined synaptic density and morphology. We transfected the cultures of Nes-cKO and wild-type embryos with syn-GFP at DIV14 and waited for 48 h before cell fixation and the analysis of the morphology of dendritic spines. Although the synaptic density was similar in both genotypes (Fig. 3i), we detected an increase in the proportion of immature, thin spines (filopodia-like) in cultures from Nes-cKO embryos compared with controls, whereas the number of mature spines (mushroom-shaped) was reduced (Fig. 3j). These data indicate that synaptic maturation is also impaired in CBP-deficient neurons.

### A transcriptome analysis identifies CBP target genes in maturing neurons

We conducted next an RNAseq-based screen to compare the transcriptomes of Nes-cKO and control (produced from littermate embryos) DIV10 cortical PNCs and identify the transcriptional defects that underlie the phenotypes caused by CBP loss. 

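The screen used bulk RNA-seq of PNCs at DIV10. The cultures are cortical in the methods, whereas the tissue label and the Fig. 4a legend call them hippocampal. They were taken as cortical here. PNCs of 2 cWT and 3 Nes-cKO embryos (E17.5 in the methods, E17 in the sample labels) were sequenced, each embryo separately, as a non-stimulated (NS) and a Bic-stimulated culture. This gave 4 groups and 10 libraries: cWT NS (n = 2), cWT Bic (n = 2), Nes-cKO NS (n = 3) and Nes-cKO Bic (n = 3). The authors mapped single reads to the mouse genome build GRCm38 with STAR, counted the reads on each Ensembl gene with HTSeq and deposited these raw counts, without normalization. Between 20312995 and 24089044 reads were counted on genes in the cWT NS cultures (median 22201019.5) and between 20221653 and 25874477 in the Nes-cKO NS cultures (median 25865945). In the Bic cultures, the counts were 19481994 to 25501185 for cWT (median 22491589.5) and 18715194 to 24327494 for Nes-cKO (median 21196342). At this depth, 3 reads correspond to between 0.116 and 0.16 CPM (counts scaled to the size of the library), which was taken as the floor under which a gene is not told from absent. The 10 most abundant genes took between 2.76% and 4.4% of the reads on genes in each library.

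The files were of 2 counting formats that list different sets of genes, so the 46906 genes present in both were used. Counts were normalized with edgeR's TMM method, and genes with low counts were removed with edgeR's filter by group, which left 15809 genes. All 10 libraries were fitted together as 4 groups with edgeR's quasi-likelihood method, and the genotypes were compared within the NS and within the Bic cultures. A gene was called a DEG by the criteria of the methods and Table S1, an adjusted p-value under 0.1 (Benjamini-Hochberg) and an absolute log2 fold change over 1. By the labels, the libraries were run on 2 flow cells, each of which held cultures of all 4 groups. The counting format followed neither genotype nor stimulation.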

Our stringent filtering criteria retrieved 496 differentially expressed genes (DEGs) in Nes-cKO cultures (Table S1, see Fig. S1A-B for quality controls). 

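Of the 15809 genes tested in the NS cultures (2 cWT and 3 Nes-cKO embryos), 366 passed both criteria in the edgeR fit, 308 with lower and 58 with higher expression in Nes-cKO. Table S1, as far as it was available here, lists 385 downregulated and 109 upregulated genes as the paper's DEGs. Of these 494 genes, 491 could be tested, and all 491 changed in the direction that the table gives. The criteria were met by 272 of the 385 downregulated and by 50 of the 109 upregulated genes of the table. The number of DEGs depended strongly on single cultures. It fell to 32 downregulated genes without cWT NS replicate 1 and rose to 521 without Nes-cKO Bic replicate 2, a culture that enters the fit only through the shared estimate of the spread. With DESeq2 and its beta prior (a moderation of the fold changes that was the default in the version the paper used), 386 genes were downregulated and 109 upregulated. A block for the replicate number, which is taken from the labels, gave 407 downregulated and 98 upregulated genes. It joins cWT and Nes-cKO cultures of different embryos and takes out part of the spread between embryos. Its larger numbers are therefore not a firmer result. With the flow cell as a covariate, 241 were downregulated and 37 upregulated. The log2 differences between genotypes computed separately within each flow cell had a Pearson r of 0.412 across the 15809 genes, which are not independent replicates.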

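In the NS cultures, 84.2% of the 366 DEGs were downregulated in Nes-cKO (308 genes against 58 upregulated). Among the DEGs with an average of at least 1 log2 CPM and full separation of the 2 cWT from the 3 Nes-cKO cultures, the largest decreases were those of Dsc3 (log2 fold change of -6.092, adjusted p = 0.00122 in the edgeR fit), Fgd2 (-5.493), Cbln4 (-4.664), Tshz2 (-4.466) and Rxfp1 (-3.883). The largest increases were those of Anxa4 (log2 fold change of 3.341, adjusted p = 0.0571 in the edgeR fit), Fos (2.496), Pdgfrl (2.326), Cast (2.306) and Egr1 (2.253). The predominance of decreases remained with the lower fold-change threshold of the Fig. 4a legend (0.3 on the log2 scale), with 389 downregulated and 113 upregulated genes. It was least marked without any filter on low counts, which gave 518 downregulated and 221 upregulated genes. The paper relates the excess of downregulated genes to the role of CBP as a transcriptional co-activator.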

Consistent with the role of CBP as a transcriptional co-activator, most of the changes corresponded to downregulated genes (Fig. 4a). Among the downregulated genes, we identified genes encoding the postsynaptic protein neurogranin (*Nrgn*), the Wnt-signaling protein Wnt7b (Fig. 4b), and many other biologically relevant neuronal genes. 

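Nrgn (chromosome 9 of GRCm38, from 37544492 to 37552904) had 266.794 ± 25.619 CPM in cWT NS cultures (SD, n = 2) and 56.737 ± 31.746 CPM in Nes-cKO NS cultures (SD, n = 3). The log2 fold change was -2.234 (standard error 0.528, adjusted p = 0.0768 in edgeR's quasi-likelihood test), and every Nes-cKO culture was below every cWT culture. With 1 culture left out at a time, it stayed between -2.567 and -1.83, but the adjusted p-value no longer met the threshold in 6 of these 10 fits. The largest shift came from the astrocyte marker genes as a covariate, an alternative chosen after the data had been seen, which gave -3.03.

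For Wnt7b (chromosome 15, from 85535437 to 85582473), expression was 141.283 ± 6.74 CPM in cWT NS (SD, n = 2) and 62.163 ± 22.112 CPM in Nes-cKO NS cultures (SD, n = 3). Its log2 fold change of -1.184 (standard error 0.317, adjusted p = 0.111 in edgeR) did not pass the threshold for the adjusted p-value, although the 3 Nes-cKO cultures were all below the 2 cWT cultures. In the Bic cultures, the log2 fold change of Wnt7b was -1.313 (adjusted p = 0.0442 in edgeR). The block for the replicate number brought the NS comparison to -1.065 with an adjusted p of 0.0485 in edgeR. That block joins different embryos of both genotypes and takes out part of the spread between embryos. Its p-value is therefore no support for the change. The omission of Nes-cKO NS replicate 1 moved the log2 fold change furthest, to -1.473. The paper counts both genes among those downregulated in Nes-cKO cultures.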

Gene ontology (GO) analyses revealed that downregulated DEGs were related to functions, such as *Generation of neurons*, *Synaptic signaling*, *Synaptic transmission,* and *Neuron projection development* (Fig. 4c and Fig. S1C).

**Fig. 4:**
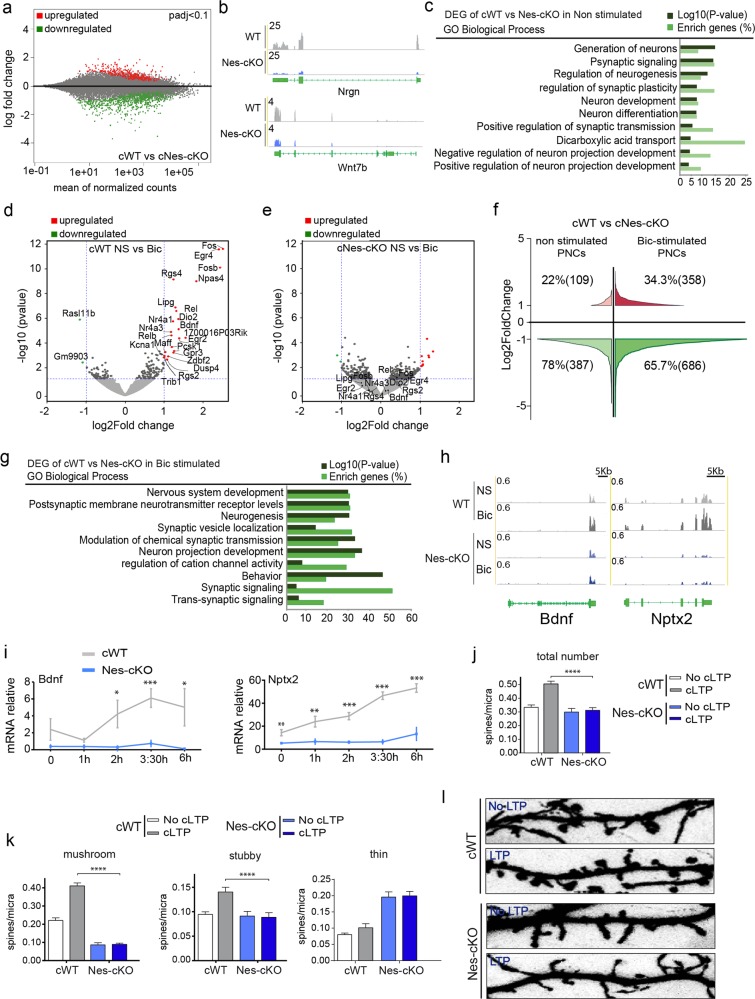
Impaired activity-induced transcription and structural changes in Nes-cKO neurons. **a** Analysis of the transcriptomes of DIV10 Nes-cKO and wild-type hippocampal cultures. Most of these changes corresponded to downregulated genes (green dots; p-adj < 0.1, abs (L2FC) > 0.3). **b** RNA-seq profiles for representative downregulated genes in Nes-cKOs. **c** Gene ontology (GO) analysis of biological processes enriched in downregulated genes in Nes-cKO PNCs under basal conditions (non-stimulated). **d** Volcano plot corresponding to DEGs between non-stimulated and Bic-stimulated (2.5 h after treatment) cortical cWT PNCs. **e** Volcano plot corresponding to DEGs between non-stimulated and Bic-stimulated (2.5 h after treatment) cortical Nes-cKO PNCs. **f** Distribution graph comparing DEGs between genotypes in non-stimulated and stimulated PNCs. **g** GO analysis of downregulated genes upon stimulation. **h** RNA-seq profiles for representative activity-regulated genes. **i** Time course analysis of the induction of selected IEG using RT-qPCR. **j**, **k** Activity-dependent synaptogenesis (**j**) and synaptic maturation (**k**) are impaired in CBP-deficient neurons. **l** Representative images of activity-dependent structural changes in spines 60 min after cLTP induction in Nes-cKO and cWT hippocampal neuronal cultures

The large number of downregulated genes related to synaptic function suggest that the transcriptional program induced by synaptic activity may be impaired in Nes-cKO neurons. 

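The effect of Bic on transcription was measured by RNA-seq in the same cortical PNCs at DIV10. The cultures received 25 µM bicuculline together with 1 mM AP-4 for 2.5 h, or were left non-stimulated. Bic and NS cultures with the same replicate number in the labels were taken to come from the same embryo. On this reading, cWT contributed 2 pairs and Nes-cKO 3 pairs. Between 18715194 and 25874477 reads were counted on genes per library (medians of 22201019.5 in cWT NS, 22491589.5 in cWT Bic, 25865945 in Nes-cKO NS and 21196342 in Nes-cKO Bic). The authors deposited raw HTSeq counts per Ensembl gene for each culture. These were analysed in the edgeR fit of all 10 libraries described for the NS comparison, with contrasts for the effect of Bic in cWT, for its effect in Nes-cKO and for the difference between both effects (the interaction). As in Tables S2 and S3, a gene was called changed by Bic when its unadjusted p-value was under 0.05 and its absolute log2 fold change over 1.

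The pairing is inferred from the replicate numbers only, and it was checked with the differences between replicates of the same group. Across genes, such a difference in NS cultures and the corresponding one in Bic cultures had a mean r of 0.637 in Nes-cKO (range 0.597 to 0.681). In cWT, r was -0.572, so that the culture numbered 1 among the NS cultures resembled the one numbered 2 among the Bic cultures. Pairs enter the main fit through no term, and a block for the embryo was run as an alternative.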

To tackle this hypothesis, we stimulated neuronal cultures with bicuculline (Bic), an antagonist of GABA_A_ receptors, which causes both presynaptic and postsynaptic activation. As expected, Bic stimulation of DIV10 cWT neurons induced the expression of immediate early genes (IEGs) involved in synaptic plasticity, such as *Npas4*, *Fosb*, and *Bdnf* (Fig. 4d and Table S2**)**. 

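In cWT PNCs, 51 genes were upregulated and 43 downregulated by Bic at an unadjusted p under 0.05 (2 NS and 2 Bic cultures). None of them passed an adjusted p of 0.1 in the edgeR fit, where the lowest adjusted p was 0.53. A replicate block with the numbers of both cWT NS cultures exchanged, chosen after the data had been seen, gave 6 such genes (lowest, 0.00695 in edgeR). DESeq2 with the beta prior gave 22 upregulated and 2 downregulated genes, and 15 genes with an adjusted p under 0.1 (lowest, 6.42e-08). All 24 genes of Table S2 were past the unadjusted threshold in the edgeR fit, with the sign given in the table.

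Npas4 (chromosome 19, from 4984355 to 4990316) rose from 4.853 ± 0.086 CPM in cWT NS to 22.968 ± 8.409 CPM in cWT Bic cultures (SD, n = 2 each), a log2 fold change of 2.243 (standard error 0.367, unadjusted p = 0.000134 and adjusted p = 0.53 in edgeR). For Fosb (chromosome 7, from 19302696 to 19310051), 0.739 ± 0.441 CPM in NS and 17.498 ± 10.571 CPM in Bic cultures corresponded to a log2 fold change of 4.532 (standard error 0.825, unadjusted p = 0.000303 and adjusted p = 0.685 in edgeR). The starting level of Fosb rested on 8 and 25 reads. Bdnf (chromosome 2, from 109674700 to 109727007) had 7.17 ± 1.454 CPM before and 23.421 ± 10.554 CPM after stimulation (log2 fold change of 1.707, standard error 0.374, unadjusted p = 0.00114 and adjusted p = 1.0 in edgeR). Both Bic cultures were above both NS cultures for each of these genes. With a block for the embryo, the log2 fold changes were 2.191, 4.384 and 1.641. DESeq2's beta prior moved the value of Fosb most, to 2.445, whereas Npas4 and Bdnf changed most when cWT Bic replicate 1 was left out, to 1.81 and 1.153. The paper takes these genes as examples of immediate early genes that Bic induces in cWT neurons.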

In contrast, Nes-cKO neurons were unable to trigger these transcriptional changes after Bic stimulation (Fig. 4e and Table S3). 

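In Nes-cKO PNCs, 69 genes were upregulated and 46 downregulated by Bic at an unadjusted p under 0.05 (3 NS and 3 Bic cultures), and the lowest adjusted p in the edgeR fit was 0.965. None of the 22 upregulated genes of Table S2 was among the 69. Of the 22, 1 had an unadjusted p under 0.05, Relb, with a log2 fold change of 0.575 (unadjusted p = 0.0425 in edgeR). Egr4 rose most, by 0.782 (unadjusted p = 0.0755 in edgeR). Npas4 changed by -0.075 on the log2 scale (unadjusted p = 0.802, adjusted p = 0.986 in edgeR), Fosb by -0.121 (unadjusted p = 0.84, adjusted p = 0.991 in edgeR) and Bdnf by 0.039 (unadjusted p = 0.899, adjusted p = 0.997 in edgeR). The signs of these 3 changes reversed under some of the alternatives, with values between -0.531 and 0.296 for Fosb when 1 culture was left out at a time.

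To use the embryo as the replicate, the log2 change after Bic was averaged over the 22 genes in each pair of cultures on the log2(CPM + 1) scale. The mean change was 1.573 ± 0.372 in cWT (SD, n = 2 pairs, 1.836 and 1.31) and 0.035 ± 0.101 in Nes-cKO (SD, n = 3 pairs, -0.051, 0.146 and 0.008), a difference of 1.538. The exact permutation test gave p = 0.1, the smallest value that 2 pairs against 3 allow with their 10 relabellings. All 22 genes rose in both cWT pairs, and between 10 and 12 of them rose in each Nes-cKO pair. The mean level before stimulation was 3.123 ± 0.014 in cWT NS (SD, n = 2) and 3.168 ± 0.023 in Nes-cKO NS cultures (SD, n = 3). After stimulation, it was 4.696 ± 0.387 in cWT Bic and 3.203 ± 0.079 in Nes-cKO Bic cultures. The mean of cWT moved furthest with a pseudocount of 0.1 in place of 1, to 1.852, and that of Nes-cKO without replicate 2, to -0.021. The 22 genes had been chosen in the same cWT cultures, which favours a larger change there.

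The difference between the responses of the genotypes was also tested gene by gene. The interaction was below 0 for all 22 genes and had an unadjusted p under 0.05 in edgeR for 19 of them, but no gene in the genome passed an adjusted p of 0.1 (lowest, 1.0). With DESeq2 and its beta prior, 6 genes did, Fos, Lipg, Rgs4, Fosb, Npas4 and Egr1. The replicate block with the numbers as labelled left the number at 0. With the numbers of both cWT NS cultures exchanged, an alternative chosen after the data had been seen, the block gave 2 genes, Fosb and Fos. From the absence of these changes in Nes-cKO, the paper concludes that neurons without CBP cannot trigger the transcriptional response to Bic.

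**Figure D1:**
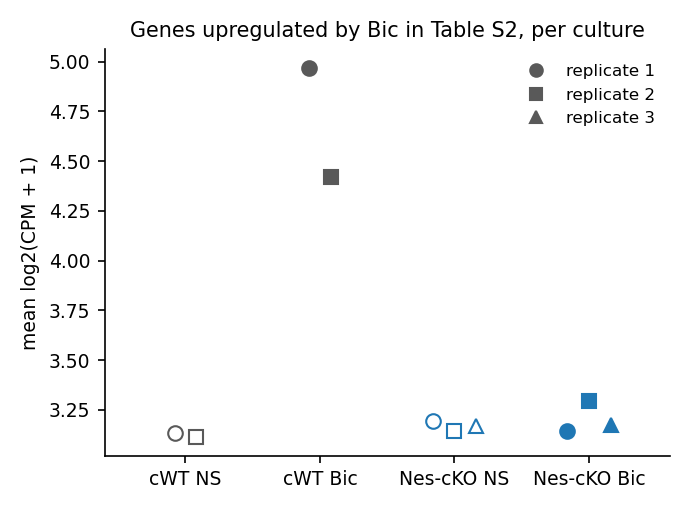
Mean log2(CPM + 1) of the 22 genes upregulated by Bic in Table S2, in each of the 10 cultures, with 1 point per culture and the symbol giving the replicate number (open, NS; filled, Bic). The cWT Bic cultures average 4.696, and the cultures of the other groups average between 3.123 and 3.203.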

Overall, Bic stimulation exacerbated the differences between the Nes-cKO and control transcriptome both in term of number and magnitude of the changes (Fig. 4f). 

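The number of DEGs between genotypes was 1190 in the Bic cultures (798 downregulated and 392 upregulated in Nes-cKO, 2 cWT and 3 Nes-cKO cultures) and 366 in the NS cultures, and 322 genes were shared. The excess in Bic cultures was present under 21 of the 22 other settings, but not always large. Without Nes-cKO Bic replicate 2, the excess was small, with 793 DEGs in Bic and 684 in NS cultures. It was also much smaller than in the main fit without either cWT Bic culture, which leaves a single cWT Bic control. The excess was inverted when only the cultures of the 2 groups compared were fitted, with 223 DEGs in Bic and 534 in NS cultures. DESeq2 with the beta prior gave 1046 and 495, and the replicate block 1561 and 505. With all libraries thinned to 18712946 reads, 1157 DEGs remained in Bic and 361 in NS cultures. The difference in number itself was not tested, and no gene passed an adjusted p of 0.1 for the interaction in edgeR.

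As to magnitude, the standard deviation across the 15809 genes of the log2 fold change by genotype was 0.885 in Bic and 0.712 in NS cultures, and the 2 sets of fold changes had a Pearson r of 0.771 across genes. The median absolute log2 fold change of the DEGs was 1.586 in Bic and 1.707 in NS cultures. It was 1.211 and 1.245 in DESeq2 with the beta prior. The order was inverted when only the groups compared were fitted, with 2.003 in Bic and 1.601 in NS cultures. In each of these settings, the longer list of DEGs had the lower median. Both lists hold different genes, so the medians do not compare the same genes. The 308 genes downregulated in NS cultures averaged -1.963 there and -2.115 in Bic cultures, and 207 of them changed more in Bic cultures. For the 58 upregulated genes the averages were 2.274 and 1.789, and 21 changed more in Bic cultures. Both sets were picked by their values in NS cultures, which favours larger changes there. The lower Bic average of the 58 genes therefore does not show a smaller effect. The spread between replicates also differed, with a median within-group SD of 0.292 on the log2(CPM + 1) scale in Nes-cKO Bic cultures against 0.177 in Nes-cKO NS, 0.144 in cWT NS and 0.096 in cWT Bic cultures. From the comparison of both sets of DEGs, the paper concludes that Bic increased the number and the size of the differences between genotypes.

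**Figure D2:**
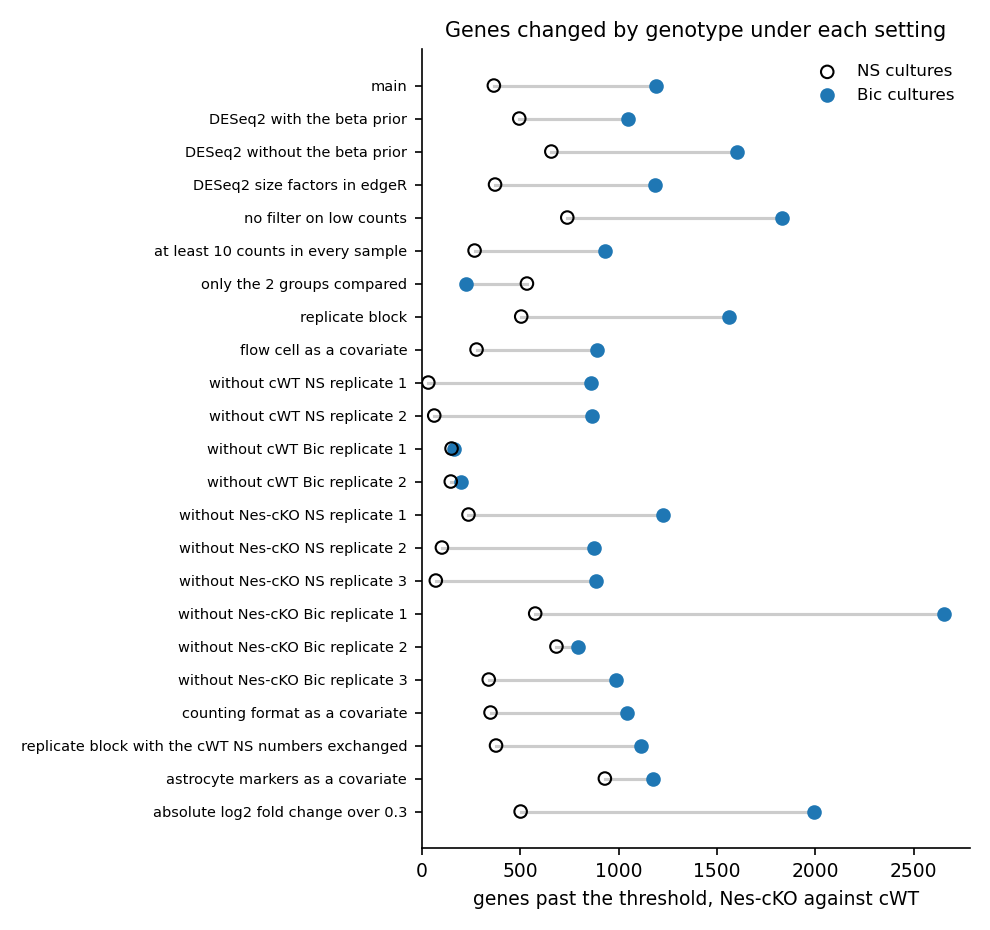
Number of DEGs between Nes-cKO and cWT (x axis, genes) under the main setting and each other setting (y axis), with open points for NS and filled points for Bic cultures joined by a line. The main setting gives 366 and 1190 genes, and the fit of only the 2 groups compared is the setting with fewer genes in Bic (223) than in NS cultures (534).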

The negative impact on neuronal plasticity and growth pathways was particularly prominent (comparison of the data presented in Figs. 4c, g). 

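Bdnf had 7.17 ± 1.454 CPM in cWT NS and 23.421 ± 10.554 CPM in cWT Bic cultures (SD, n = 2 each), and 9.13 ± 0.699 CPM in Nes-cKO NS and 9.369 ± 2.748 CPM in Nes-cKO Bic cultures (SD, n = 3 each). Its log2 fold change after Bic was 1.707 in cWT (unadjusted p = 0.00114 and adjusted p = 1.0 in edgeR) and 0.039 in Nes-cKO (unadjusted p = 0.899 and adjusted p = 0.997 in edgeR). Between genotypes, Bdnf did not differ in NS cultures (log2 fold change of 0.347, adjusted p = 0.659 in edgeR) and was lower in Nes-cKO Bic than in cWT Bic cultures (-1.321, adjusted p = 0.0474 in edgeR). Omitting cWT Bic replicate 1 brought this last value to -0.77, no longer past the threshold.

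Nptx2 (chromosome 5, from 144545902 to 144557478) had 7.462 ± 2.288 CPM in cWT NS and 15.732 ± 1.349 CPM in cWT Bic cultures (SD, n = 2 each), against 1.794 ± 0.423 and 1.747 ± 0.236 CPM in the corresponding Nes-cKO cultures (SD, n = 3 each). The genotypes differed both in NS (log2 fold change of -2.05, adjusted p = 0.0145 in edgeR) and in Bic cultures (-3.169, adjusted p = 0.00124 in edgeR), and each Nes-cKO culture was below each cWT culture. After Bic, Nptx2 rose by 1.077 on the log2 scale in cWT (standard error 0.313, unadjusted p = 0.00665 and adjusted p = 1.0 in edgeR) and changed by -0.042 in Nes-cKO (standard error 0.271, unadjusted p = 0.881 and adjusted p = 0.996 in edgeR). The interaction was -1.668 for Bdnf (unadjusted p = 0.00591) and -1.119 for Nptx2 (unadjusted p = 0.0227), both with an adjusted p of 1.0 in edgeR. A block for the embryo changed these to -1.637 and -1.136. The loss of cWT NS replicate 1 had the largest effect on the interaction of Nptx2, with -1.476. The paper gives both genes as examples of plasticity factors whose production in response to activity was blocked without CBP.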

For instance, the activity-dependent production of key plasticity-related factors, such as the brain-derived neurotrophic factor (Bdnf) and neuronal pentraxin (Nptx2) [24], was blocked in the absence of CBP (Fig. 4h).

We next conducted a time course analysis of selected target genes using independent RT-qPCR assays to evaluate the impairments in activity-driven transcription in greater detail (Fig. 4i). These experiments confirmed both the downregulation in the basal state and the deficient induction upon stimulation observed in Nes-cKO neurons in our RNAseq screen. These results are consistent with the hypothesis that CBP is actively recruited to transcriptional regulatory elements upon synaptic activation and is essential for activity-dependent neuronal maturation.

### Impaired activity-induced structural changes in Nes-cKO neurons

Since the gene sets downregulated upon CBP ablation, both at baseline and after neuronal activation, are related to synaptic functions, we next investigated whether activity-dependent synaptic maturation was impaired in CBP-deficient neurons. To address this question, we used a well-established protocol for chemical induction of long-term potentiation (cLTP), in which hippocampal neurons are exposed to a high dose of glycine for 3 min followed by washout and recovery in neuronal medium for at least 60 min [25]. As described above, we transfected the PNCs of Nes-cKO and wild-type embryos with syn-GFP 48 h before fixing the cells to visualize the morphology of dendritic spines. Afterwards, we observed a significant increase in the density of spines on wild-type neurons (Fig. 4j), primarily mushroom and stubby spines (Fig. 4k, l). However, this increase was not observed in Nes-cKO neurons (Fig. 4j, l), indicating that neurons lacking CBP are unable to undergo activity-dependent synaptic changes.

### Enhancing the SRF-dependent transcription of neuronal growth-related genes reverses the dendritic and synaptic deficits associated with CBP loss

CBP is a co-factor for many TFs regulating neuronal gene expression [6, 26]. We conducted a TF-binding site (TFBS) enrichment analysis using the promoters of genes that failed to be induced in Nes-cKO neurons after Bic stimulation to identify the transcriptional complexes that were altered in Nes-cKO neurons. This screen retrieved a number of TFs that are known to be stimulus-regulated and are involved in neuronal plasticity (Fig. S2A-B). 

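The position weight matrices and the ChIP-seq sets of Fig. S2A-B are not in the files analysed here, so the promoters were searched for the plain consensus of the SRF-binding site, the CArG box (CC, 6 A or T, GG, 10 bp in all). Promoters reached from 1000 bp upstream to 200 bp downstream of the annotated start of 13829 protein-coding genes tested in the edgeR fit. Of the 734 promoters of genes downregulated in Nes-cKO Bic cultures, 53 held a CArG box (7.2%, 95% Wilson confidence interval from 5.6% to 9.3%), against 6.0% of the other 13095 promoters (odds ratio of 1.22, Fisher's exact test, p = 0.176). The narrower window from 500 bp upstream to 100 bp downstream changed the share most, to 4.0% against 2.8% (Fisher's exact test, p = 0.0657). Among the upregulated genes of Table S2, 4 of 21 promoters held a CArG box (19.0%, 95% Wilson confidence interval from 7.7% to 40.0%, Fisher's exact test, p = 0.0351). They belong to Fos (chromosome 12, from 85473581 to 85473590, CCATATTAGG), Fosb (chromosome 7, from 19310308 to 19310317, CCATATAAGG), Npas4 (chromosome 19, from 4990922 to 4990931, CCATATTAGG) and Bdnf (chromosome 2, from 109674115 to 109674124, CCAAAATAGG). These boxes lie between 266 and 615 bp upstream of the annotated gene starts on GRCm38. The paper chose to follow SRF because of the enrichment in its own screen, earlier work and the better outgrowth of Nes-cKO PNCs with trophic factors (Fig. 3h).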

Among these TFs, we decided to focus on SRF for several reasons: (i) this TF presented the largest enrichment in our TFBS analysis; (ii) this stimulus-regulated TF has been shown to be an essential component in the transcriptional machinery that regulates dendritic growth and synaptogenesis [27, 28] (iii) classical co-immunoprecipitation and luciferase reporter experiments [20, 29] and genomic screens [30] indicate that CBP may cooperate with SRF in binding to activity-regulated promoters and enhancers; and (iv) the amelioration of outgrowth defects in Nes-cKO PNCs by trophic factors (Fig. 3h) suggests that signal transduction cascades upstream of SRF may be involved in the deficits observed in CBP-deficient neurons.

To examine the contribution of impaired formation of CBP–SRF complexes to outgrowth and transcriptional defects, we tested whether enhancing SRF-dependent transcription in a CBP-independent manner reversed or ameliorated the deficits. Toward this end, we used a lentiviral vector that expresses a constitutively active variant of SRF, in which the VP16 transactivation domain of Herpes simplex virus (HSV) is fused to the DNA-binding domain of SRF (Fig. 5a). This chimeric protein, referred to as VP16-SRF, enables the direct recruitment of the RNA polymerase II complex to available SRF-binding sites bypassing CBP requirements [31]. Previous investigations in our laboratory have confirmed that this chimeric protein enhances the transcription of genes involved in neuronal growth [28]. Notably, 22% of the genes identified in our previous study are differentially expressed in Nes-cKO neurons, and those genes are involved in synaptic plasticity, dendritogenesis, and neurogenesis (Fig. S2C).

**Fig. 5:**
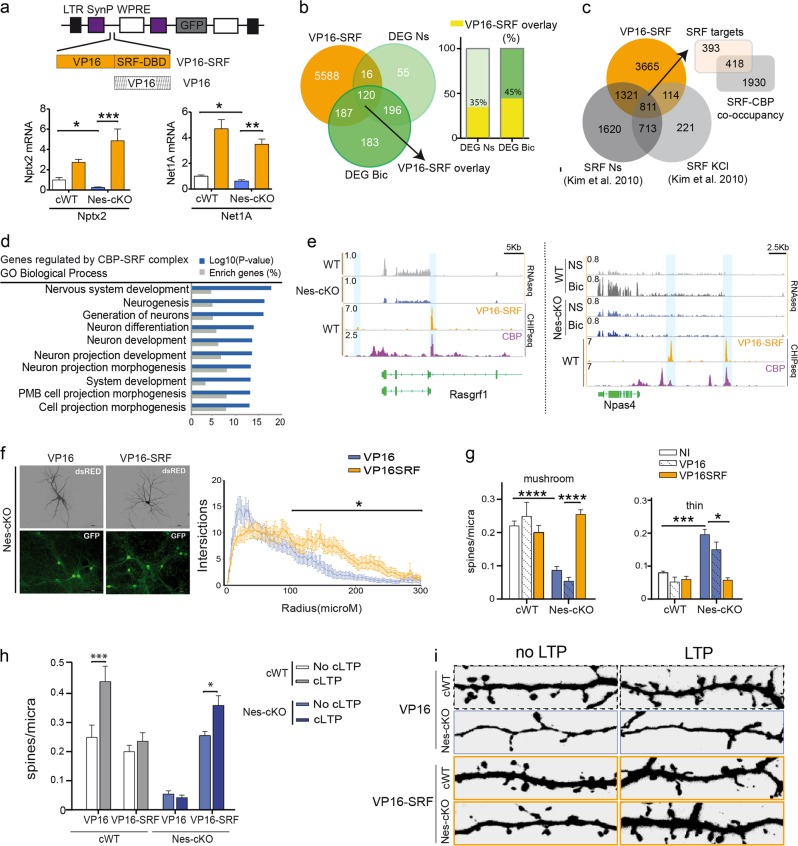
Enhancing SRF-dependent transcription of neuronal growth-related genes reverses the synaptic deficits associated with CBP loss. **a** The upper scheme shows the lentiviral (LV) constructs and color code used in the rescue experiments. LTR long-termination repeats, SynP synapsin promoter, WPRE woodchuck hepatitis virus post-transcriptional regulatory element. The lower bar graphs show RNA levels of two relevant DEGs that were upregulated upon VP16-SRF expression. **b** Venn diagram presenting the overlap between VP16-SRF target genes and DEGs in Nes-cKO neurons. The right graph shows the percentage of DEGs in non-stimulated (DEG-NS) and stimulated (DEG-Bic) PNCs that bind VP16-SRF. **c** Venn diagram presenting the overlap between VP16-SRF-bound genes and endogenous SRF binding (based on SRF occupancy profiles reported by Kim et al. 2010). The right inset shows the overlap between *bona fide* SRF targets and genes that bind to both VP16-SRF and CBP. **d** GO graph summarizing the biological processes enriched in the gene set presenting co-occupancy for both CBP and VP16-SRF. **e** IGV snapshots showing the co-localization of CBP and VP16-SRF at regulatory regions in two representative DEGs in non-stimulated (left panel) and Bic-stimulated PNCs (right panel). **f** VP16-SRF-infected PNCs were transfected with dsRed to unveil the morphology of individual neurons. The Sholl analysis revealed an increase in the length of the primary and secondary dendrites from Nes-cKO neurons infected with VP16-SRF. *P < 0.05. **g** Rescue of synaptic maturation defects in Nes-cKO neurons by VP16-SRF expresion. VP16-infected Nes-cKO neurons were used as a control. **h** Quantification of the number of mushroom spines before and after 60 min of cLTP in VP16-SRF and VP16-infected Nes-cKO neurons. **i** Representative images of activity-dependent synaptic changes in VP16-SRF and VP16-infected Nes-cKO neurons

To assess the effect of VP16-SRF expression on CBP-deficient neurons, we first examined whether the expression of relevant DEGs downstream of SRF was enhanced by VP16-SRF. RT-qPCR experiments confirmed their upregulation in both control and Nes-cKO neurons (Fig. 5a). Next, to investigate the mechanism underlying this reversal, we determined the genomic occupancy profile of VP16-SRF in hippocampal neurons by ChIP-seq using an antibody that recognizes the VP16 domain. VP16-SRF binds to more than 10,000 regions in hippocampal chromatin, which are associated with 5911 genes (Table S4) and are preferentially located at distal intergenic and intronic regions (Fig. S2D). Notably, 85% of the genes associated with VP16-SRF peaks also showed CBP occupancy according to the CBP-binding profile in hippocampal chromatin produced in our laboratory (Fig. S2E), a percentage of overlap much larger than the one expected by chance (*p*-value = 7.44 × 10^−69^, exact hypergeometric probability test). Moreover, VP16-SRF and CBP bind at the same genomic location in 2348 genes (47% of co-occupied genes; Fig. S2F). This high level of coincidence suggests that these genes are co-regulated by SRF and CBP. 

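VP16-SRF binding was taken from the peak annotation of Table S4, because the reads of the ChIP-seq are not in the files analysed here. The part of the table available held 1908 rows with a gene and covered chromosomes 1 and 10 from end to end, so only genes on these chromosomes were used. The downregulated genes were counted, because the fields of the NS circle in Fig. 5b add up to the number of downregulated genes in the heading of Table S1. A peak was annotated to 541 of the 1729 genes tested there (31.3%). Of 31 genes downregulated in Nes-cKO NS cultures, 13 had a VP16-SRF peak (41.9%, 95% Wilson confidence interval from 26.4% to 59.2%), against 31.1% of the other genes (Fisher's exact test, p = 0.24). Of 98 genes downregulated in Nes-cKO Bic cultures, 50 had a peak (51.0%, 95% Wilson confidence interval from 41.3% to 60.7%), against 30.1% of the other genes (Fisher's exact test, p = 2.81e-05). The shares of upregulated genes were 20.0% of 5 genes in NS and 18.2% of 33 genes in Bic cultures. At least 2 peaks were present for 29.0% of the genes downregulated in NS cultures, against 14.3% of the others (Fisher's exact test, p = 0.0344), and for 31.6% of those downregulated in Bic cultures. The downregulated genes of Bic cultures were longer than the others, with median lengths of 63200 and 25500 bp, and among genes of matched length their peaks were 1.143 times the mean of the random draws (permutation test, p = 0.0722). Those of NS cultures were longer too (medians of 42400 and 26100 bp), with 1.119 times the matched mean (permutation test, p = 0.347). Whether the shares of NS and Bic cultures differ was not tested. The paper proposes joint regulation from the sites shared by CBP and VP16-SRF and presents the share of bound DEGs as fitting that hypothesis.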

Consistent with this hypothesis, many of the genes deregulated in CBP-deficient neurons (35% of DEGs in non-stimulated neurons and 45% of DEGs in Bic-stimulated neurons) showed VP16-SRF binding (Fig. 5b). We next compared the ChIP signal for VP16-SRF with genomic occupancy profiles for SRF in non-stimulated and in KCl-stimulated primary cortical cultures [30] to test if this chimeric protein binds to the same sites as the endogenous SRF. Despite the very low genomic coverage in the seminal ChIP-seq experiments by Kim et al., we observed a large overlap with our VP16-SRF profiles under both conditions (48% in non-stimulated cells and 50% in stimulated cells; Fig. 5c). The intersection of the three ChIP-seq profiles was occupied by 811 genes, which we consider *bona fide* targets of SRF in cultured neurons. Supporting the hypothesis that the deregulation of genes dependent on CBP–SRF complexes is responsible for the phenotype of Nes-cKO neurons, 418 *bona fide* targets of SRF displayed overlapping VP16-SRF and CBP binding (Fig. 5c, inset). Furthermore, this gene set was highly enriched in genes involved in biological processes, such as neuron development and differentiation, and neuron projection development and morphogenesis, which are strongly correlated with the reported phenotypes (Fig. 5d). 

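Rasgrf1 (chromosome 9, from 89909908 to 90026977), the example in NS cultures of Fig. 5e, had 62.15 ± 9.771 CPM in cWT NS (SD, n = 2) and 24.36 ± 5.982 CPM in Nes-cKO NS cultures (SD, n = 3). Its log2 fold change by genotype was -1.351 (standard error 0.341, adjusted p = 0.095 in edgeR), and the replicate block changed it most, to -1.614. In Bic cultures it was -1.462 (adjusted p = 0.0403 in edgeR). Npas4, the example in Bic cultures, had 22.968 ± 8.409 CPM in cWT Bic (SD, n = 2) and 6.665 ± 1.392 CPM in Nes-cKO Bic cultures (SD, n = 3), a log2 fold change of -1.786 (standard error 0.316, adjusted p = 0.0168 in edgeR). It weakened to -1.356 without cWT Bic replicate 1. In NS cultures Npas4 did not differ between genotypes (0.531, adjusted p = 0.466 in edgeR).

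Further examples are Egr4, Bdnf and Net1. Egr4 (chromosome 6, from 85511121 to 85513589) had 7.083 ± 0.039 CPM in cWT Bic and 2.02 ± 0.633 CPM in Nes-cKO Bic cultures (log2 fold change of -1.807, adjusted p = 0.038 in edgeR), and 3.417 was its log2 fold change after Bic in cWT (unadjusted p = 7.44e-05 and adjusted p = 0.53 in edgeR). Bdnf was lower in Nes-cKO Bic cultures, by -1.321 on the log2 scale (adjusted p = 0.0474 in edgeR). For Net1 (chromosome 13, from 3882018 to 3918220), the log2 fold change was -0.834 in NS (adjusted p = 0.194 in edgeR) and -0.224 in Bic cultures (adjusted p = 0.627 in edgeR), and the threshold was met in neither. Only the astrocyte markers as a covariate, chosen after the data had been seen, brought Net1 past it in NS cultures, with -1.083. The paper presents its examples as DEGs regulated by CBP and SRF together.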

Some examples of DEGs that are involved in these processes and co-regulated by CBP and SRF in non-stimulated and Bic-stimulated PNCs are shown in Fig. 5e and S2G-H.

Finally, we tested whether the CBP-independent enhancement of SRF transcription ameliorated or reversed the outgrowth defect in Nes-cKO neurons to directly assess the relevance of the gene program downstream of SRF–CBP complexes. Sholl analyses revealed an increase in the length of intermediate and terminal dendrites of Nes-cKO neurons after infection with VP16-SRF compared with VP16 control (Fig. 5f). Notably, infection with VP16-SRF also restored the number of mature and intermediate spines and simultaneously decreased the number of immature spines (Fig. 5g). Furthermore, activity-dependent synaptic deficits were also reduced. Thus, the number of mushroom spines observed after 60 min of cLTP was increased in Nes-cKO neurons after infection with VP16-SRF compared with controls (Fig. 5h, i). Based on these results, the SRF–CBP transcriptional complex plays a critical role during neuronal maturation by regulating processes, such as dendritogenesis, synaptogenesis, and activity-depending synaptic remodeling.

## Discussion

CBP is known to regulate cell lineage differentiation during early development [32]. At later stages, it is also involved in regulating the differentiation of a variety of neural cell types, such as motoneurons, cortical progenitors, and astrocytes [14, 16, 17, 33, 34]. However, the consequences of its elimination in forebrain principal neurons at the time of neuronal differentiation and maturation had not been explored.

Nes-cKO mice represent an ideal model to investigate the role of CBP during neuronal differentiation and maturation in vivo. These mice showed a reduced hippocampal volume, impaired dendritic growth, and immature synapses with concomitant hypoacetylation at nucleosome histones, indicating that CBP is essential at this stage of neuronal development. The experiments in Nes-iKO mice and CBP-deficient PNCs further confirmed this view and revealed that the loss of CBP also interfered with the expression of mature neuron markers in the adult brain and in cultured neurons. Underscoring the clinical relevance of these findings, a recent study has reported the abnormal morphology of neurons derived from induced pluripotent stem cells (*aka* iNeurons) from selected patients with RSTS (who bear mutations in either *CREBBP* or *EP300*), although the magnitude of the anomalous neuronal morphology varied among patients [4]. The results presented here, together with previous findings by other researchers and our group, indicate that the cognitive and neurological deficits associated with RSTS [11] have three distinct components: the first one originates during the embryonic development of the CNS and is related to the epigenetic programming of cell identity [35]; the second is derived from the impaired or delayed neuronal maturation, as reported here; and the third results from the continuous requirement for the enzymatic activity of CBP throughout life [8–10, 36].

We specifically assessed here the impact of enhancing SRF-driven transcription to rescue the second type of deficit. Several lines of evidence support a functional interaction between SRF, an important regulator of adaptive responses that involve changes in neuronal morphology [19], and CBP. For instance, studies in mice with a conditional loss of SRF in neurons revealed defects in LTP, but no impairment in neuronal survival [37, 38], which is also observed in CBP-deficient mice [11]. Co-immunoprecipitation experiments and co-transfections of CBP with serum-responsive reporter plasmids indicate that CBP cooperates with SRF and suggest that both proteins are part of the same multimolecular complex [20]. The physical interaction between SRF and CBP has been further confirmed by two-hybrid assays in mammalian cells [21]. Moreover, SRF-mediated induction of the IEG Fos is potentiated by the recruitment of CBP by the ternary complex factor Elk-1 [29]. Based on these findings, CBP was proposed to constitutively bind to the SRE in a higher order complex, which would facilitate the rapid transcriptional activation [29]. Our results are consistent with this model and show for the first time the relevance of SRF–CBP interactions in newborn neurons. According to our results, CBP–SRF transcriptional complexes play an essential role in the late stages of neuronal maturation by affecting dendritogenesis, synaptogenesis, and activity-dependent synaptic maturation. Moreover, our results suggest that strategies designed to enhance SRF signaling in early postnatal stages represent a potentially promising therapeutic approach for preclinical models of RSTS by intervening in the impaired CBP-dependent neuronal growth and synaptic maturation.

## Materials and methods

### Mouse strains

*Crebbp*^f/f^ [18], CMV-fxSTOPfx-tdTomato (*tdTOM*) [39], *Nestin-Cre* [40], and *Nestin-Cre-ER*^*T2*^ [41] strains have been described previously. The last three strains are available at the Jackson laboratory with the stock numbers #7914, #3771 and #16261, respectively, while the first strain was provided by Beat Lutz’ lab (Institute of Molecular Biology, Mainz, Germany). Note that both *Nestin-Cre* and *Nestin-Cre-ER*^*T2*^ mice express the Cre recombinase under the control of the Nestin promoter, but in the second case recombination is controlled by TMX-induced nuclear translocation of a chimeric recombinase [41]. In the experiments using *Nestin-Cre-ER*^*T2*^, recombination was triggered by TMX administration when the mice were 8-week-old (intragastric delivery of 200 mg/kg dissolved in 100% corn-oil for 5 alternative days); and mice were perfused 4 weeks after TMX administration. The genetic background of all mice is C57BL/6 J, except for the ChIP-seq experiment conducted in PNCs from wild-type ICR embryos. Experiments were conducted blind, and genotypes were provided for statistical analyses. No animals were excluded from the study. Every animal was used in a single experiment. All the mice were maintained and bred in pathogen-free conditions within the animal house at the Instituto de Neurociencias (UMH-CSIC) with a 12-h light/dark cycle, constant temperature (22 ± 1 °C) and relative humidity (55 ± 5%), with free access to food and water. Experimental designs were consistent with Spanish (BOE 34/11370-421, 2013) and European Union Council (2010/63/EU) regulations and approved by the Institutional Animal Care and Use Committee.

### Neuronal culture preparation and treatments

Primary hippocampal and cortical neurons were obtained from E17.5 embryos. Hippocampus and cortex were dissected and processed as described previously [31]. In the experiments with Nestin-cKO and cWT PNCs, each embryo was processed separately. In the experiment with ICR embryos (ChIP-seq), all embryos were pooled together before plating the cells. The day of plating was considered day in vitro 1 (DIV1). In the rescue experiment with B-27™ Supplement (Gibco), the culture media used through the whole experiment was prepared with different concentrations of this reagent. In stimulation experiments, DIV10 cortical cultures were exposed to a mix of bicuculline (25 μM) and AP-4 (1 mM) for the indicated times. Chemical long-term potentiation (cLTP) was induced in DIV16 hippocampal cultures as described previosly [25]. In the experiments involving lentivirus (LV) infection, hippocampal and cortical neurons from Nestin-cKO embryos were infected at DIV3 and fixed for immunofluorescence analysis or collected for RNA isolation, respectively, at DIV10. LV-syn-VP16 and LV-syn-VP16-SRF were produced as described previously [31]. In Sholl analysis experiments, the plasmid pDsRed-Express2-C1 (Clontech) driving dsRed expression or pSyn-GFP driving GFP expression were transfected using Lipofectamine 2000 (Invitrogen) at DIV9 and the cultures were fixed 1 day later. In cLTP experiments, the plasmid pDsRed-Express2-C1 (Clontech) driving dsRed expression were transfected using Lipofectamine 2000 (Invitrogen) at DIV14 and the cultures were fixed at DIV16 for spine morphology analysis.

### Immunocytochemistry, immunohistochemistry, and image analysis

PNCs grown on glass coverslips were fixed and stained with 4% paraformaldehyde in PBS (12 min), washed in PBS and PBS−0.1% Triton X-100 (PBT) and incubated for 0.5 h at room temperature with 3% newborn calf serum (NCS)-PBT, as previously described [28]. Coverslips were incubated overnight at 4 ^o^C with the primary antibodies diluted in 2% NCS-PBT. The primary antibodies used in immunocytochemistry are α-MAP2 (Sigma, M9942), α-GFAP (Sigma, G9269), α-GFP (Aves Labs, GFP-1020, valid also for recognizing EYFP), α-CBP (A22, Sigma sc369), α-AcH2A (K5, 9, 13, 15) (Sigma, 07-376), α-AcH4 (K5, 8, 12, 6), α-AcH3 (K9, 14), and α-AcH2B (K5, 12, 15, 20) (generated in Barco’s lab [42]). In immunohistochemistry experiments, mice were perfused with 4% paraformaldehyde in PBS as described previosly [28]. Coronal vibratome sections (80-μm) were obtained from the brain of *Nestin-CreERT2:Crebbp*^*f/f*^*:tdTOM* and *Nestin-CreERT2:tdTOM* mice perfused 4 weeks after TMX administration. Brain sections were washed in PBS and PBT and incubated for 30 min at room temperature with 3% NCS-PBT. The primary antibodies used in immunohistochemistry are α-dsRed (Clontech, 632496), α-Dcx (ab18723), and α-NeuN (Chemicon MAB377). Neuronal cultures and brain slices were both counterstained with a 1 nM DAPI solution (Invitrogen) before mounting. Photos were taken with an Olympus confocal inverted microscope or a Leica epifluorescence microscope, except for the diaphragm images that were taken with a Leica fluorescence stereomicroscope. For whole-mount staining of mouse diaphragms, P0 pups were perfused with 4% paraformaldehyde in PBS for 2 min. Diaphragms were then dissected and washed in 0.1 M glycine in PBS, blocked overnight in blocking buffer (0.5% Triton X-100, 3% BSA in PBS) at 4 °C, and incubated overnight in blocking buffer with primary α-Pan-axonal neurofilament (1:1000, Covance #SMI-311R) also at 4 °C. After several washes, samples were incubated overnight at 4 °C in blocking buffer with an Alexa-488 anti-mouse antibody (1:500, Jackson ImmunoResearch). In the cell counting experiments in Nes-iKOs, brain slices were consecutively numbered and four sections (taken 80 μm apart) per animal were randomly selected. Confocal scans were taken using the 20x objective (2-μm z-step; area = 0.72 mm [2] per field containing the whole dentate gyrus, in total 0.32 mm^3^, and keeping constant pinhole, contrast, and brightness). Images were converted to green or red and analyzed with ImageJ software. To calculate the percentage of tdTOM/NeuN and tdTOM/Dcx double-positive cells, all tdTOM cells in the granule cell layer and subgranular zone in the z-stacks were counted. The number of double-positive cells from four sections per mouse was divided by the number of tdTOM cells in the same sections to calculate a percentage value for each mouse (*n* = 3 mice per genotype). The images shown are reconstructions in z-stack with the average intensity. For the analysis of spine density and size, the program NeuronStudio was utilized as previously described [25]. For Sholl analysis, the dendrites of transfected neurons were drawn and analyzed with the Neurolucida tracing Software (MBF Bioscience) in a blind manner. The number of intersections was determined every 2 μm, starting at a radius of 5 μm from the center of the neuronal soma. For the analysis of the length and number of dendrites (Fig. 3h), we grouped the data into order ranges: order 1–8, initial dendrites; order 9–16, intermedial dendrites; and order 17–32 (or higher), terminal dendrites. The level of histone acetylation in the PNCs was quantified by intensity of fluorescence with ImageJ software after marking the nucleus area as region of interest (ROI).

### MRI analyses

MRI analysis of P0 Nestin-cKOs and *Crebbp*^*f/f*^ pups was carried out in a horizontal 7T scanner with a 30-cm diameter bore (Biospec 70/30 v, Bruker Medical, Ettlingen, Germany) as previously described [43] with some modifications. T2-weighted anatomical images were collected using a rapid acquisition relaxation enhanced sequence (RARE), applying the following parameters: 15 slices, 30 × 30 mm field of view (FOV), 1-mm slice thickness, 256 × 256 matrix, 56 ms effective echo time (TEeff), 2 s repetition time (TR), and 8 RARE factor. The B0 field distribution in a large voxel (40 × 40 × 40 mm^3^) containing the volume to be imaged was acquired (FieldMap). Samples were localized with a T2-weighted RARE sequence, and first- and second-order shims adjusted with MAPSHIM application in a sufficiently large voxel containing the brain. Three-dimensional data were acquired using a RARE 3D sequence with 1500 ms TR, 46.8 ms TEeff, 16 RARE factor, and 16 averages in a total acquisition time of 13.6 h. The matrix size was 300 × 200 × 170 using a FOV of 30 × 20 × 17 mm^3^, which yielded an isotropic resolution of 100 μm. Data were acquired and processed with Paravision5.1 software. Image resolution was digitally increased by linear interpolation rendering a final isotropic resolution of 30 μm. Length and volume measurements were performed using ImageJ software. Three-dimensional reconstructions of MRI images were created with Imaris software.

### RNA extraction and RT-qPCR

Total RNA from tissue and hippocampal cultures was extracted with TRI reagent (Sigma-Aldrich) and reverse transcribed to cDNA using the RevertAid First-Strand cDNA Synthesis kit (Fermentas). qPCR was performed in an Applied Biosystems 7300 real-time PCR unit using Eva Green qPCR reagent mix. The primer sequences used in RT-qPCR assays are: *Nptx2*, forward: 5ʹ-GAACGCCCTGCTGCAGAGv-3ʹ, reverse: 3ʹ-AATGCACTGTTGCCTCGCT-5ʹ; *Bdnf*, forward: 5ʹ-AAGTCACACCAAGTGGTGGGC-3ʹ, reverse: 3ʹ-GGATGGTCATCACTCTTCTCACCT-5ʹ; *Gapdh*, forward: 5ʹ-CTTCACCACCATGGAGAAGGC-3ʹ, reverse: 3ʹ-CATGGACTGTGGTCATGAGCC-5ʹ.

### RNA-seq, ChIP-seq, and bioinformatical analyses

Cortical PNCs of 2 cWTs and 3 Nes-cKOs embryos were treated or not with Bic and sequenced separately. 

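Of the 10 cultures, 4 were cWT (2 embryos) and 6 were Nes-cKO (3 embryos). By the labels, the first flow cell held 6 libraries, cWT NS 1, cWT Bic 1 and replicates 1 and 2 of both Nes-cKO groups, and the second flow cell held the remaining 4. The expression of Y-linked genes marked the cultures of Nes-cKO embryo 2 as male, with 266.43 CPM in NS and 275.77 CPM in Bic summed over 4 genes, and at most 0.26 CPM in the other 8 cultures. Xist was at 0.4 CPM in both cultures of that embryo and at 1436.48 CPM or more in the others. For this embryo the sex-linked genes thus gave the same answer in both cultures.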

The 10 samples were sequenced according to the manufacturer instructions in a HiSeq 2500 sequencer (Illumina, Inc). Briefly, RNA-seq reads were mapped to the mouse genome (Mus_musculus.GRCm.38.83) using STAR (v2.5.0c) [44]. Quality control of the raw data was performed with FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Library sizes were between 19 and 26 million single reads. 

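The deposited counts assign between 18715194 (Nes-cKO Bic replicate 3) and 25874477 reads (Nes-cKO NS replicate 2) to genes. Reads on more than 1 gene or on none come on top of these totals, and HTSeq listed up to 16187077 alignments that were not unique (Nes-cKO Bic replicate 2). The 10 files follow 2 formats, of 4 and 6 files, which share 46906 genes. A further 163 genes are listed only in the 4 files and 1889 only in the 6 files. The shared genes hold nearly all reads, between 18712946 and 25847912 per library. With the counting format as a covariate, an alternative chosen after the files had been seen, 86.6% of the DEGs of NS cultures and 83.6% of those of Bic cultures still passed the threshold.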

Analysis and preprocessing of data were performed using R (v3.4.3“Kite-Eating Tree”) statistical computing and graphics. Samtools (v1.3) were used to handle BAM files [45]. To retrieve differentially expressed genes (DEG), mapped reads were counted with HTSeq v0.6.1 [46] and count tables were analyzed using DeSeq2 v1.10.0, R-package [47] and bioconductor v3.2 (BiocInstaller 1.20.3). Genes were considered differentially expressed at Benjamini–Hochberg (BH) adjusted *p*-value < 0.1 and absolute log_2_-fold change > 1. Significantly upregulated and downregulated genes were visualized with IGV (v2.3.72) and clustering analysis. Chromatin immunoprecipitation (ChIP) from PNCs was performed as previously described using an anti-VP16 (Sigma V4388) antibody [43]. ChIP-seq was performed in a HiSeq 2500 machine using Flow Cell v4 in single-end configuration (50 bp). Quality control of the raw data was performed with FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Libraries were trimmed from adapters and low-quality bases using Trimmomatic v0.36 [48], and mapped to reference genome (Ensembl GRCm38) using Bowtie2 v2.3.2 [49]. Data were further processed using samtools (v1.5) [45] and bedtools (v2.26.0) [50]. Peak calling for ChIP-seq datasets was performed using MACS2 (v2.1.1) [51], SeqMINER [52] was used to generate the k-means clustering data and the merged ChIP profiles. Further data processing was performed with custom scripts in the R programming language (https://cran.r-project.org/). Data from ref. [30] were lifted over from mm9 to mm10 using the R package rtracklayer. GO enrichment analyses were performed using the platform Panther [53]. TFBS enrichment analysis was conducted using the Enrichr website (http://amp.pharm.mssm.edu/Enrichr/).

### Statistical analyses

Statistical analysis was performed using Prism 6.0 software (GraphPad). Sample size was decided based on previous experience and the literature in this field. Comparison between animals/pups are based on genotype, and no randomization method was applied. In PNC experiments using different treatments, wells were randomly assigned to the various experimental conditions (unbiased protocol). Two-tailed Student’s *t* tests were used to compare the means between the samples and their respective controls. In Sholl analyses, the statistical difference between genotypes were assessed by two-way ANOVA (non-repeated measures). For pairwise comparison of averages data were tested for normality. If any of the two samples were significantly non-normal, a non-parametric Mann–Whitney U/Wilcoxon rank-sum test was executed instead. If the data from the two samples met the normality criterion, an F test was used for equality of variances. The *P*-values of Student’s *t* tests and two-way ANOVA are represented in the figures by asterisks (*P < 0.05, **P < 0.01, ***P < 0.001 and ****P < 0.0001). The absence of asterisk indicates that the change relative to control was not statistically significant.

## Supplementary information

Supplemental figures and tables

Supplementary Tables

## Data Availability

The RNA-seq and ChIP-seq datasets are available at the GEO Series GSE118248.

# Supplementary material for: CBP and SRF co-regulate dendritic growth and synaptic maturation
**Source:** Cell Death Differ. 2019 Mar 8;26(11):2208–22. doi: 10.1038/s41418-019-0285-x
**Supplement:** Supplementary file 1 — Supplemental figures and tables

**Supplemental Figures**

**Supplemental Figure S1 Impaired activity-induced transcription and structural changes in Nes-cKO neurons.** **A.** IGV snapshot of the *Crebbp* locus and quantification of the number of reads mapping to exon 7. 

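Per-gene counts do not separate exons, so the reads on exon 7 could not be counted here. Crebbp lies on chromosome 16 of GRCm38, from 4081328 to 4213997, and exon 7 of the transcript Crebbp-201, which has 31 exons, spans 103 bp from 4126870 to 4126972. Over the whole gene, expression was 69.397 ± 19.841 CPM in cWT NS (SD, n = 2) and 43.76 ± 7.57 CPM in Nes-cKO NS cultures (SD, n = 3), a log2 fold change of -0.665 (standard error 0.27, adjusted p = 0.269 in edgeR) that did not pass the threshold. In Bic cultures it was -0.536 (adjusted p = 0.235 in edgeR). Between 774 and 1562 reads were counted on the gene in each culture. The NS value was least stable to the loss of cWT NS replicate 1, which left -0.338, and the replicate block gave -0.768.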

The difference between Nes-cKO and cWT neurons confirms the specific ablation of exon 7 in PNCs from Nes-cKO embryos. **B.** Correlation between RNA-seq samples. Colors represent the Pearson correlation coefficients ( $R^2$ ), from low (0) to high (80) correlation. **C.** Box plot depicting the total reads into genes belonging to the indicated biological processes. 

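From the log2(CPM + 1) values of the 15809 genes of the edgeR fit, Pearson's r between pairs of the 10 cultures ranged from 0.9295 to 0.9969 (r squared, 0.864 to 0.9939). These correlations are across genes, which are not independent replicates. Nes-cKO Bic replicate 2 stood apart, with a mean r of 0.9501 to the other 9 cultures against 0.9749 to 0.9785 for these. Without it, the lowest r was 0.969.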

*P* values were determined using the Wilcoxon non-parametric test.

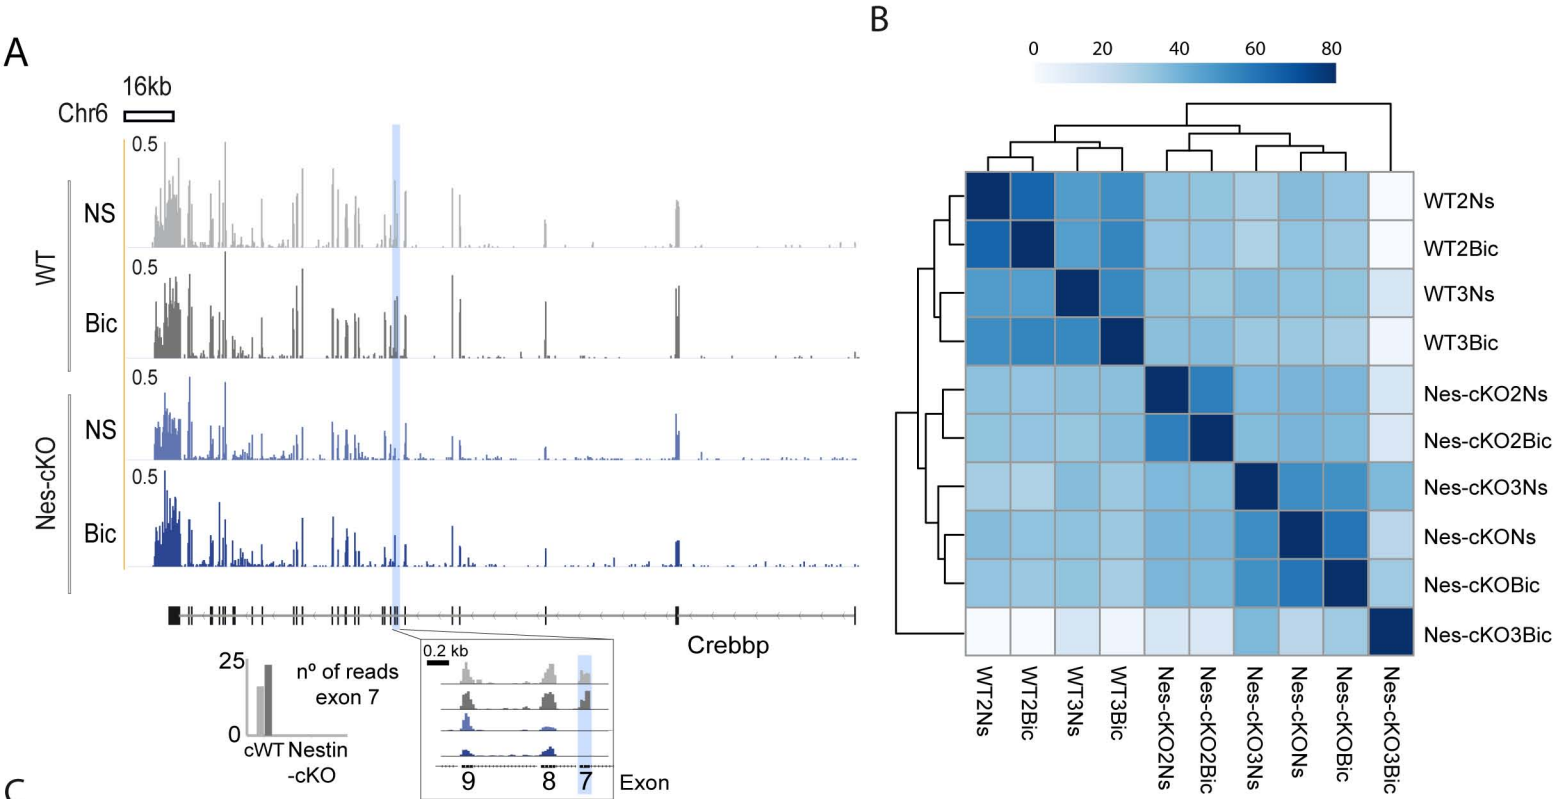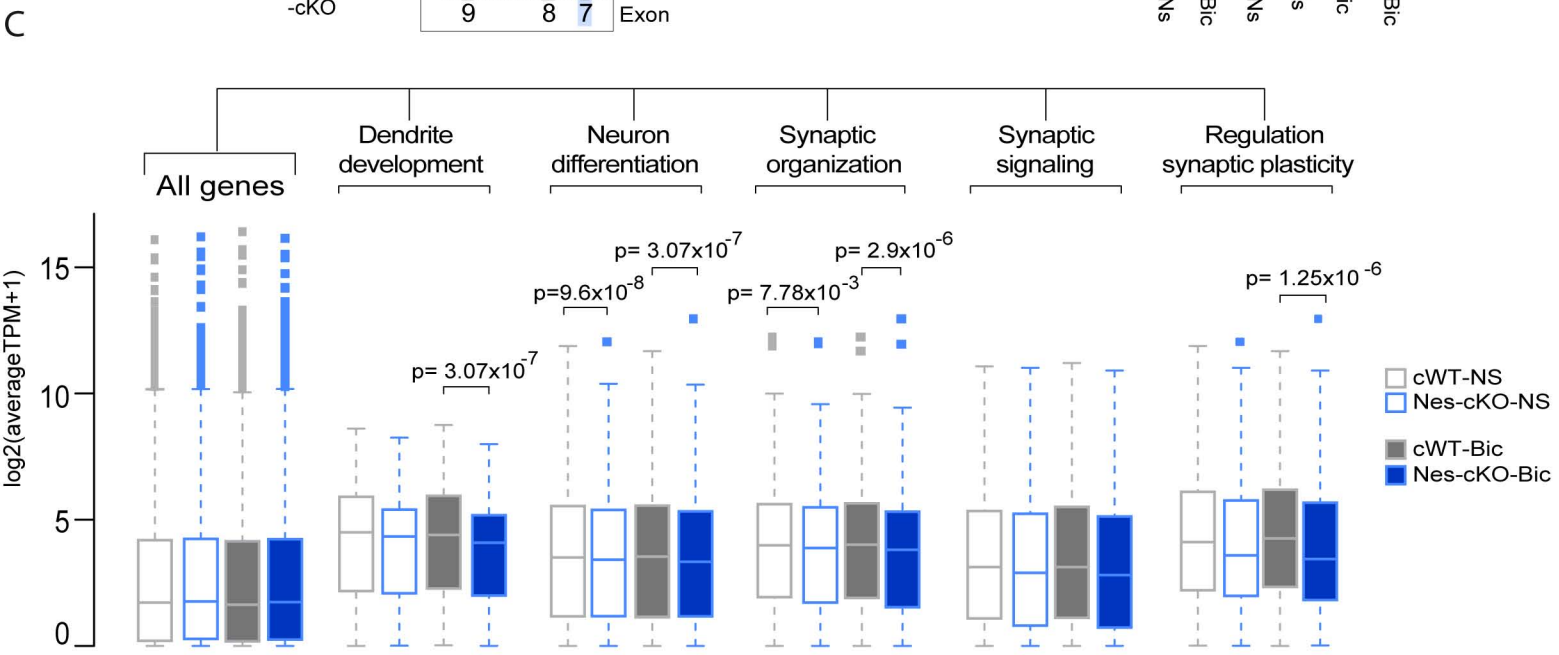

**Supplemental Figure S2 related to Figure 5. Enhancing SRF-dependent transcription of neuronal growth-related genes reverses the synaptic deficits associated with CBP loss.** **A.** TFBS-enrichment analysis based on UCSC Genome Browser position weight matrices (PWMs) identifies SRF as the TF showing the largest enrichment in the promoters of downregulated genes in Nes-cKO neurons after Bic-stimulation. **B.** TFBS-enrichment analyses based on TF Chip-seq data generated in the ENCODE project identifies SRF as the TF showing the most significant enrichment. **C.** Genes upregulated by VP16-SRF (left bar graph) and downregulated in CBP-deficient neurons are related to neuronal growth and plasticity according to GO enrichment analyses (right sector graph). **D.** Mapping of VP16-SRF binding in hippocampal neurons. The sector diagram shows the distribution among gene features. **E.** Sector graph representing the percentage of genes annotated with both VP16-SRF and CBP peaks (85%), or only VP16-SRF peaks (15%). The distance thresholds for annotation to a given gene are 5 Kb upstream and 1 Kb downstream. **F.** The kernel plot depicts CBP (purple) at VP16-SRF (orange) occupancy peaks. The CBP distribution is represented upstream (+ 2 Kb) and downstream (-2Kb) of the center of the VP16-SRF peak. Blue: input for the CBP sample; gray: input for the VP16-SRF sample. **G-H.** Additional IGV snapshots of DEGs in non-stimulated (G) and Bic-stimulated PNCs (H) showing the co-localization of CBP and VP16-SRF at regulatory regions of DEGs in Nes-cKO neurons.

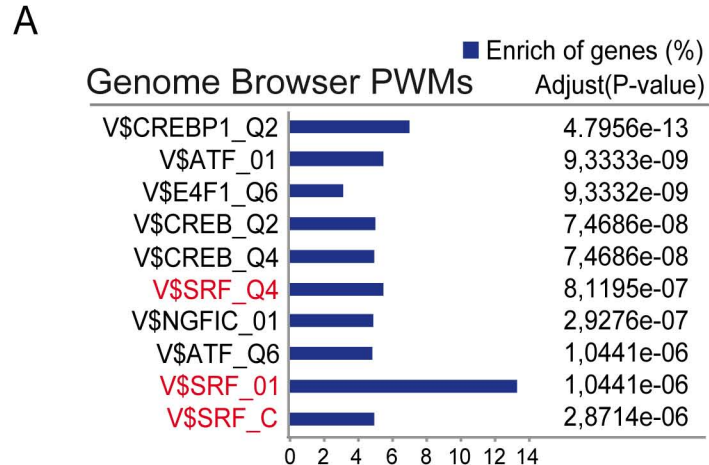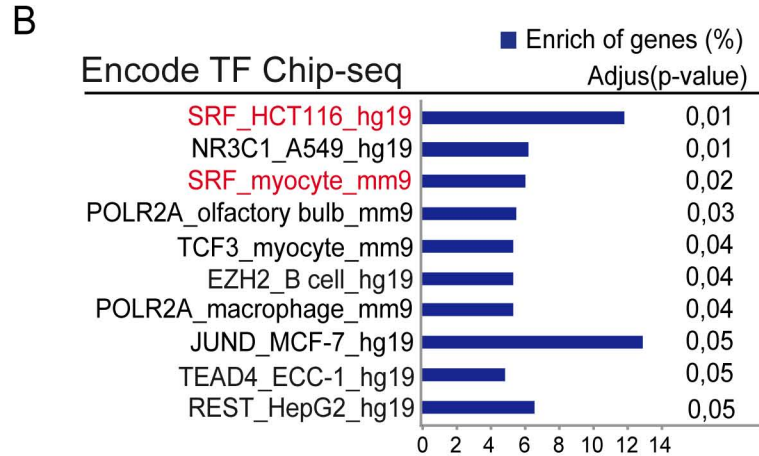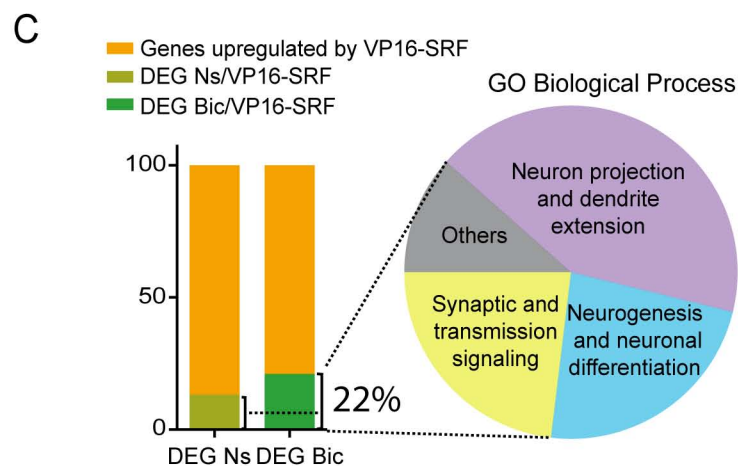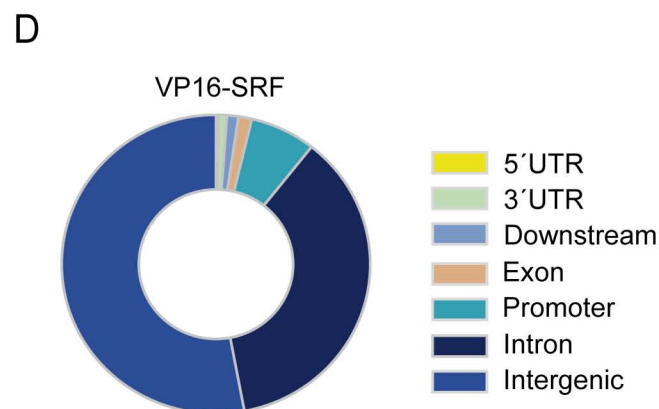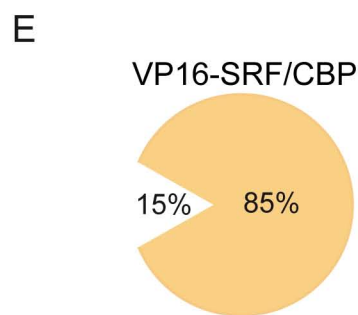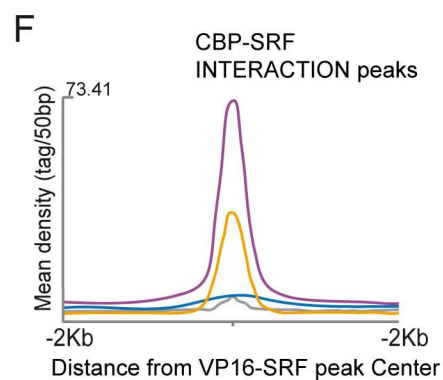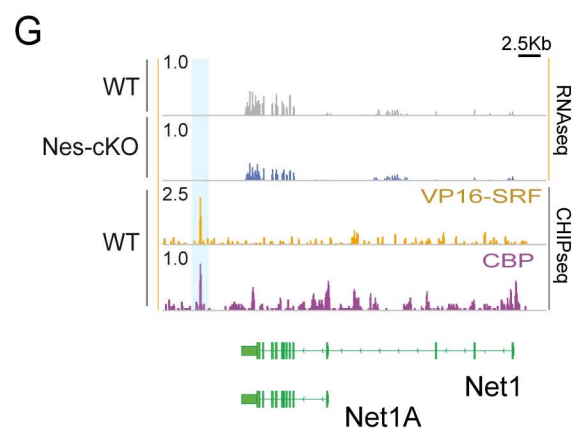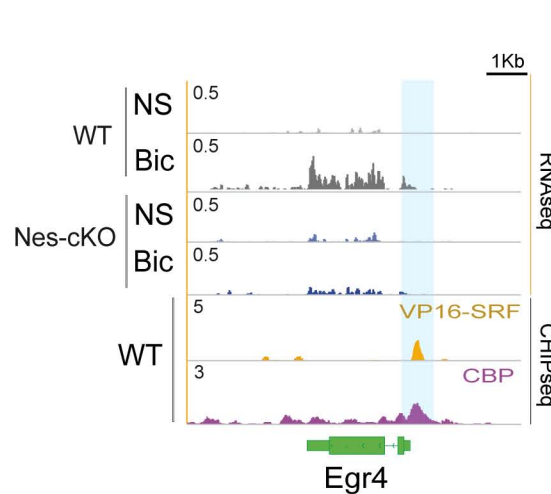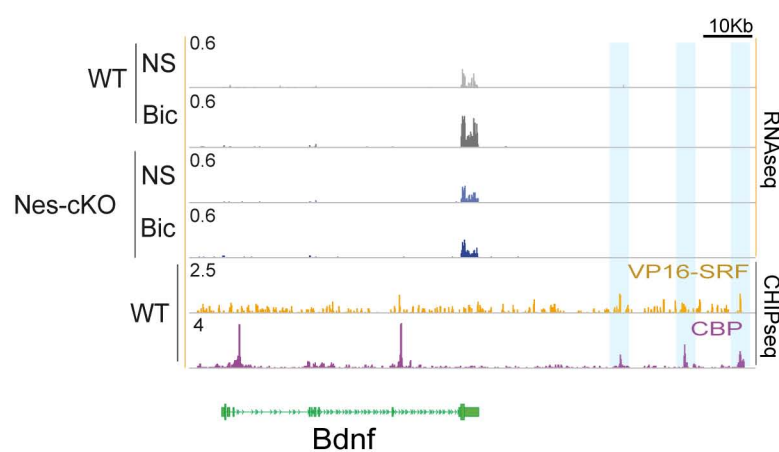

### **Inventory of Supplemental Tables**

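Table S1 lists, for each DEG between Nes-cKO and cWT NS cultures, the log2 fold change and the p-values of the paper's DESeq2 analysis. The part available here holds 385 downregulated and 109 upregulated genes. In the edgeR fit of the same counts, the median absolute difference from the table's log2 fold change was 0.4396 over the 491 genes that could be tested. DESeq2 with the beta prior returned the table's values to within 0.001 for all 494 genes.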

**Table S1 related to Figure 4.** Analysis of differentially expressed genes between genotypes (Nes-cKO vs cWT PNCs).

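Table S2 gives the genes whose expression changed between the 2 NS and the 2 Bic cultures of cWT, selected by the unadjusted p-value. In the edgeR fit, all 24 genes met the same criteria, and the largest increases among genes with an average of at least 1 log2 CPM and full separation of the groups were those of Fosb (log2 fold change of 4.532), Fos (4.038), Egr4 (3.417), Npas4 (2.243) and Egr2 (1.893). The only genes with a decrease that met this rule were Rasl11b (-1.318) and Gpat3 (-1.138). With the beta prior of DESeq2, log2 fold changes came within 0.001 of the table, and among the genes named here that of Fosb moved most, to 2.445.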

**Table S2 related to Figure 4.** Analysis of differentially expressed genes in cWT PNCs (non-stimulated vs Bic-stimulated).

**Table S3 related to Figure 4.** Analysis of differentially expressed genes in Nes-cKO PNCs (non-stimulated vs Bic-stimulated).

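Table S3 gives the corresponding genes for the 3 NS and 3 Bic cultures of Nes-cKO, again by the unadjusted p-value. All 12 genes met these criteria in the edgeR fit with the sign of the table. Of the genes of the table, only C4b and Gm11738 had both full separation of the groups and an average of at least 1 log2 CPM. Among all genes past the threshold that met this rule, the increases were those of C4b (log2 fold change of 1.396), Gm11738 (1.365), Sertad1 (1.117) and Thsd1 (1.035). The decreases were those of Dsc3 (-2.588), Egr1 (-1.118) and Aldh1a3 (-1.012). The value of Dsc3 rests on 6, 26 and 11 reads in NS and on 2, 1 and 3 reads in Bic cultures, which is at or under the floor of 3 reads, so its size is uncertain. None had an adjusted p under 0.965 in edgeR. The counts of 69 upregulated and 46 downregulated genes became 11 and 2 with DESeq2's beta prior, and 88 and 53 with a block for the embryo.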

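Table S4 lists the regions bound by VP16-SRF in hippocampal PNCs with their position, the annotated gene and the strength of the signal. The cultures were infected with a lentivirus that expresses VP16-SRF, and the chromatin was precipitated with an antibody against the VP16 domain. Reads or peak files of this experiment are not in the files analysed here. The part of the table available holds 1908 rows with a gene, and chromosomes 1 and 10 are covered completely.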

**Table S4 related to Figure 5.** VP16-SRF genome occupancy in the chromatin of hippocampal PNCs.

How the deposited data were processed for this re-analysis (not part of the article)

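The RNA-seq data are of cortical PNCs at DIV10 from 2 cWT and 3 Nes-cKO embryos, each with a non-stimulated (NS) and a Bic-stimulated culture (25 µM bicuculline with 1 mM AP-4 for 2.5 h), 10 libraries in all. The authors mapped the reads to GRCm38 with STAR (v2.5.0c), counted them on Ensembl genes with HTSeq (v0.6.1) and deposited raw counts per gene for each library, without normalization. The summary lines that HTSeq writes for reads outside genes, ambiguous reads and reads that are not unique were left out of all totals. The deposited files follow 2 counting formats, of 4 and 6 files, that differ in the genes listed. The 46906 genes present in both formats were used. Conditions, replicate numbers and flow cells were taken from the labels, and no sample was assigned to a condition from its values. The tissue was taken as cortical from the methods, although the tissue label and the Fig. 4a legend say hippocampal. The VP16-SRF ChIP-seq samples were mapped by their labels, but their data are not in the files analysed here.

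Between 18715194 and 25874477 reads per library were counted on genes. The median was 22201019.5 in cWT NS, 22491589.5 in cWT Bic, 25865945 in Nes-cKO NS and 21196342 in Nes-cKO Bic cultures. With these totals, a level of 3 reads lies between 0.116 and 0.16 CPM, and this was the floor chosen under which a gene is not told from absent. Error values are SD over cultures of a group unless a standard error is named.

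Counts were analysed in R (v4.3.3) with edgeR (v4.0.16) and limma (v3.58.1). Genes were kept by edgeR's filter by group (15809 genes), libraries were normalized by the TMM method, and all 10 libraries were fitted as 4 groups with the quasi-likelihood method. Contrasts were Nes-cKO against cWT in NS and in Bic cultures, Bic against NS in each genotype, and the difference of the last 2 (interaction). P-values were adjusted by the Benjamini-Hochberg method over the genes of each contrast. The thresholds were those of the paper, an adjusted p of 0.1 and an absolute log2 fold change of 1 for the genotype contrasts, and an unadjusted p of 0.05 with the same fold change for the effect of Bic. For the interaction, the adjusted p of 0.1 was used alone. On simulated counts with 200 changed genes (true log2 fold change of 1.5), the edgeR fit with these thresholds recovered 98.5% with 7 false calls. DESeq2 with the beta prior recovered 70.5% by both criteria, with 100% past the adjusted p alone. The changed genes averaged more than 200 reads, all genes shared the same spread, and embryos did not differ. The real cultures differ between embryos, so these shares do not give the power or the false calls of the comparisons here. CPM values are normalized by TMM, and log2 values of single cultures use a pseudocount of 1.

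The genes named in the text were fixed by rule. They are the genes that the paper names as RNA-seq results, those of Tables S2 and S3, and, per comparison and direction, up to 5 genes with the largest absolute log2 fold change among those past the threshold that have an average of at least 1 log2 CPM and full separation of the groups. Genes that the closing section flags were added to these.

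Sets of genes were analysed in Python (v3.11.15) with numpy (v2.4.6), pandas (v2.3.3) and scipy (v1.17.1). The 22 upregulated genes of Table S2 were averaged per pair of cultures, and the pairs of both genotypes were compared by an exact permutation test, which cannot give a p under 0.1 for 2 against 3. Shares of genes with a VP16-SRF peak or a CArG box were compared by Fisher's exact test, with 95% Wilson confidence intervals. VP16-SRF peaks came from the part of Table S4 available, which covers chromosomes 1 and 10 completely. Gene positions, promoters and exons came from the GENCODE annotation and the genome sequence of GRCm38, and promoters reached from 1000 bp upstream to 200 bp downstream of the gene start. Matched comparisons drew random genes within 10 bins of length, expression or GC content, 100000 times.

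Alternatives were DESeq2 (v1.42.0) with and without the beta prior, DESeq2's size factors in edgeR, no filter on low counts, at least 10 counts in every culture, a fit of only the groups compared, a block for the replicate number or embryo, the flow cell as a covariate, each culture left out in turn, an absolute log2 fold change of 0.3 (Fig. 4a legend), an adjusted p of 0.1 for the effect of Bic, a pseudocount of 0.1, at least 2 peaks per gene and a promoter from 500 bp upstream to 100 bp downstream. Another 3 were added after the files had been seen, the counting format as a covariate, the replicate block with the numbers of both cWT NS cultures exchanged, and the mean of 5 astrocyte marker genes as a covariate.

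GO terms, position weight matrices and published ChIP-seq sets were not available, so the analyses of Fig. 4c, 4g, 5c, 5d and S2A-F were not recomputed. Reads on single exons cannot be obtained from counts per gene. RT-qPCR, imaging and behaviour are outside these files.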

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

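Egr1 was flagged because Bic moved it in opposite directions in the genotypes. Its log2 fold change after Bic was 1.005 in cWT (unadjusted p = 0.0193 in edgeR), with both Bic cultures above both NS cultures, and -1.118 in Nes-cKO (unadjusted p = 0.00331 in edgeR), with all 3 Bic cultures below all 3 NS cultures. Mean expression was 11.879 CPM in cWT NS, 23.908 CPM in cWT Bic, 56.735 CPM in Nes-cKO NS and 26.153 CPM in Nes-cKO Bic cultures. The difference between both effects was -2.124 on the log2 scale, with an unadjusted p of 0.00107 but an adjusted p of 1.0 in edgeR, and an adjusted p of 0.0463 in DESeq2 with the beta prior. The text of the paper does not mention Egr1, which Table S1 lists as upregulated. A single atypical culture was tested by leaving out each culture in turn, and the highest value of the effect in Nes-cKO was -0.866 and the lowest in cWT was 0.748. Neither the flow cell (-1.179 as a covariate), the counting format (-1.146) nor DESeq2's size factors (-1.13) changed the sign in Nes-cKO. The remaining technical explanation is that 1 gene was picked from many. Among 12657 genes, Egr1 was the only one with opposite, fully separated changes at least as large as its own in both genotypes, and 34 of the 120 assignments of the NS and Bic labels within genotypes gave at least 1 such gene (highest number, 19). These assignments ignore the embryos. Of the 32 that keep 1 NS and 1 Bic culture per embryo as labelled, 2 gave such a gene, the real one and its mirror image, which is the smallest number possible. This restriction was chosen after the first count had been seen. A first version of this test, which asked for both changes to be over 1 on the log2(CPM + 1) scale, found 0 genes and left out Egr1 itself, and it was replaced after that was seen. Both predictions were written after the result was known. Since the count over the 32 assignments cannot go under 2, its share cannot fall under 0.05, and it cannot decide the question. The pattern may come from a genotype difference in the regulation of Egr1. Its interaction passed an adjusted p of 0.1 in DESeq2 with the beta prior (0.0463) but not in edgeR. The choice of 1 gene among many is therefore left open.

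Gh was flagged because reads appear in all 6 Nes-cKO cultures, between 10 and 39 per culture, and in none of the 4 cWT cultures. It was the only gene with at least 10 reads in every Nes-cKO culture and 0 in cWT, and 0 genes had the inverse pattern. Gh is a row of Table S1 that the text of the paper does not discuss. RNA from pituitary cells was tested with the hormone genes Prl, Tshb, Cga, Lhb and Fshb, and 0 of these 5 showed the pattern of Gh, a prediction written after the reads on Gh had been seen. Both flow cells and both counting formats hold cultures of each genotype, so neither separates the cultures in this way. A candidate explanation is sequence carried by the Cre transgene, which by design is present in Nes-cKO and absent from cWT. Counts per gene cannot test this, and no biological explanation was tested.

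The astrocyte marker genes (mean of Gfap, Aqp4, Aldh1l1, Slc1a3 and Gja1), which the paper does not analyse in its RNA-seq data, were flagged because their mean log2(CPM + 1) was 1.428 higher in Nes-cKO Bic than in cWT Bic cultures, with every Nes-cKO culture above every cWT culture (exact permutation test, p = 0.2, where 0.1 is the smallest possible). In NS cultures the difference was 0.858 (exact permutation test, p = 0.4). For neuronal markers, Nes-cKO minus cWT was -0.609 in NS and -1.097 in Bic cultures. Gfap alone had a log2 fold change of 2.654 in NS (adjusted p = 0.281 in edgeR) and 4.607 in Bic cultures (adjusted p = 0.0598 in edgeR). Aldh1l1, another of the markers, did not rise, with -0.308 in NS (adjusted p = 0.544 in edgeR) and -0.183 in Bic cultures (adjusted p = 0.619 in edgeR). The difference has the same sign within each flow cell, with 0.828 as the lowest value, 1.09 in the NS cultures of the second flow cell, and 1.222 and 1.733 in the Bic cultures. In Nes-cKO replicate 1, however, the markers averaged 7.198 and 7.464, close to the range of 7.199 to 7.553 in cWT, so that the difference came from 2 of the 3 embryos. For hippocampal PNCs, the paper reports no difference between genotypes in GFAP staining (Fig. 3d). The mean of the markers was thus higher in cultures of 2 of the 3 Nes-cKO embryos, but Aldh1l1 did not rise. Neither permutation test reached its smallest possible p, and marker RNA of whole cultures does not count cells. A larger share of astrocytes is therefore possible but not shown. Such a share may come from the dissection and plating of single embryos or from the loss of CBP, and with 2 cWT embryos these cannot be told apart. With the markers as a covariate, 92.1% of the DEGs of NS cultures stayed past the threshold, and 643 of 1190 in Bic cultures. The covariate lowered the log2 fold change of Gfap itself only to 1.007 in NS and 1.571 in Bic cultures, so it does not take out the whole signal. The share of astrocytes is therefore not ruled out as a source of DEGs in Bic cultures. In NS cultures, the DEGs kept a median of 0.98 times their log2 fold change. This argues against the share of astrocytes as their main source. Both predictions on astrocytes were written after the marker values had been seen.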

How the results depend on the processing

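The alternatives were set before the processed files arrived, except for the counting format, the astrocyte markers and the exchanged cWT NS numbers, which were chosen after the data had been seen. Only some of the alternatives were run for the sets of genes. The label, though not the value, was the same under each one run for the mean change of the Table S2 genes. That mean ran from 1.31 to 1.852 in cWT and from -0.021 to 0.077 in Nes-cKO. The same applied to the share of genes downregulated in Bic cultures with a VP16-SRF peak (31.6% to 58.3%). It also applied to the share of promoters with a CArG box (4.0% to 7.6%). DESeq2's size factors in edgeR changed no headline result. For named genes, 156 of the 2044 rows were weaker, 32 stronger and 14 reversed.

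The main fit gave 308 downregulated and 58 upregulated DEGs in NS cultures, and 798 and 392 in Bic cultures. Without the beta prior, DESeq2 gave 490 and 168 in NS cultures and 659 upregulated genes in Bic cultures. With the prior, which shrinks the fold changes of noisy genes, 109 were upregulated in NS cultures. Without a filter on low counts there were 518 and 221 in NS and 861 upregulated in Bic cultures, and with at least 10 counts in every culture 35 were upregulated in NS cultures. A fit of only the groups compared, which has its own estimate of the spread, gave 101 upregulated genes in NS cultures and 203 and 20 in Bic cultures. The replicate block gave 98 upregulated genes in NS cultures, and the flow cell 37 in NS and 220 in Bic cultures. At a log2 fold change of 0.3, 113 were upregulated in NS, and 1249 and 743 changed in Bic cultures. Astrocyte markers as a covariate gave 674 and 256 in NS cultures. Across the 10 fits that each left out 1 culture, the counts ran from 32 to 521 and from 0 to 163 in NS, and from 153 to 1313 and from 11 to 1340 in Bic cultures. With 2 cWT cultures, the loss of 1 leaves a single control, which limits how firmly any count of DEGs can be stated.

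Bic changed 51 genes up and 43 down in cWT, and 69 and 46 in Nes-cKO. The beta prior of DESeq2 left 22 and 2 in cWT, and 11 and 2 in Nes-cKO, and its omission gave 108 upregulated genes in Nes-cKO. No filter gave 98 and 107 in cWT, and 230 and 129 in Nes-cKO, and at least 10 counts gave 32 and 5, and 17 and 5, so many of these genes have low counts. Only the groups compared gave 30 and 14 in Nes-cKO. At an adjusted p of 0.1, 0 genes remained in each direction and genotype. Exchanged cWT NS numbers gave 68 downregulated genes in cWT and 108 upregulated in Nes-cKO, and the astrocyte markers 77 and 72 in cWT and 114 downregulated in Nes-cKO. Leaving out 1 culture gave from 37 to 85 up and from 9 to 104 down in cWT, and from 39 to 388 and from 37 to 138 in Nes-cKO.

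The interaction, with 0 genes in the main fit, gave 6 in DESeq2 with and 6 without the beta prior, 5 without a filter and 2 with the exchanged cWT NS numbers. A rule of at least 2 peaks gave a VP16-SRF share of 29.0% for genes downregulated in NS cultures (Fisher's exact test, p = 0.0344), against 41.9% for any peak (p = 0.24). These genes were also longer than the others, with median lengths of 42400 and 26100 bp. Among genes of matched length, any peak gave 1.119 times the mean of the random draws (permutation test, p = 0.347). The rule of at least 2 peaks was not matched for length.

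Reversals concerned 5 genes with values near 0 after Bic in Nes-cKO. With 1 culture left out, Npas4 ran from -0.278 to 0.127, Fosb from -0.531 to 0.296, Bdnf from -0.164 to 0.249, Nptx2 from -0.172 to 0.159 and Fos from -0.35 to 0.411. Bdnf reached -0.017 with the counting format, Nptx2 0.021 with the astrocyte markers, and Fos -0.025 with the block for the embryo, -0.02 with the exchanged numbers and -0.296 with the astrocyte markers. All lie within the noise of cultures whose effect cannot be told from 0.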

Differences from the paper's values

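In the NS cultures, 58 genes were upregulated in Nes-cKO, and the paper's number in Table S1 is 109. Of the alternatives set before the files arrived, DESeq2 with the beta prior (109), only the groups compared (101), the replicate block (98), an absolute log2 fold change of 0.3 (113), and the fits without Nes-cKO Bic replicate 1 (127) or replicate 2 (163) came within 1.5 times the paper's number. The others did not.

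After Bic in cWT, 51 genes were upregulated and 43 downregulated, against the paper's 22 and 2 in Table S2. DESeq2 with the beta prior gave 22 and 2, and the rule of at least 10 counts in every culture gave 32 upregulated genes. No other of these alternatives came within 1.5 times either number. After Bic in Nes-cKO, 69 genes were upregulated and 46 downregulated, against the paper's 10 and 2 in the heading of Table S3. Only DESeq2 with the beta prior closed these gaps, with 11 and 2.

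For single genes, a difference is counted where the log2 fold changes lie further apart than the standard error. DESeq2 with the beta prior was within it for every gene below, and where no other setting is named, no other alternative was. In NS cultures, Nrgn had -2.234 against the paper's -1.56189, a gap that was also closed without cWT NS replicate 2 and without Nes-cKO NS replicate 1. Nptx2 had -2.05 against the paper's -1.75529, and the standard error covered the gap under DESeq2 without the beta prior, no filter on low counts, only the groups compared, the replicate block, the flow cell, and without cWT NS replicate 1, cWT Bic replicate 1 or 2, Nes-cKO NS replicate 2 or 3, or Nes-cKO Bic replicate 3. It also did so with the counting format, the astrocyte markers and the exchanged cWT NS numbers, which were chosen after the values had been seen.

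For the effect of Bic in cWT, 8 of the 24 genes of Table S2 differed. Fos had 4.038 against the paper's 2.51886, Fosb 4.532 against the paper's 2.44467, and Gm9903 -4.256 against the paper's -1.0938. The value of Gm9903 rests on 1 and 0 reads in the cWT Bic cultures, under the floor of 3 reads, so its size is uncertain. Egr4 had 3.417 against the paper's 2.41363, closed also without cWT NS replicate 2. For Npas4, 2.243 stood against the paper's 1.83077, and the gap closed without cWT NS replicate 1, cWT NS replicate 2 or cWT Bic replicate 1. The value of the only Rik gene in Table S2 was 2.698 against the paper's 1.55805, closed without cWT Bic replicate 1. Egr2 (1.893 against the paper's 1.39142) and Maff (1.841 against the paper's 1.24735) came within the standard error without cWT NS replicate 1 or cWT Bic replicate 1.

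For the effect of Bic in Nes-cKO, 10 of the 12 genes of Table S3 differed. Gm5835 had 2.311 against the paper's 1.23086, Igf2 2.456 against the paper's 1.07798, C1qc 2.378 against the paper's 1.07353 and Gm20644 2.287 against the paper's 1.0672. Npc1l1 had 2.236 against the paper's 1.33208, closed also without Nes-cKO Bic replicate 1. Gm13199 had 1.83 against the paper's 1.21892, closed also by the replicate block and without Nes-cKO NS replicate 3 or Nes-cKO Bic replicate 1. For Spdef, 1.607 stood against the paper's 1.068, closed without Nes-cKO NS replicate 2 or 3 or Nes-cKO Bic replicate 1. Bmp6 (1.77 against the paper's 1.03766) and Car12 (-1.666 against the paper's -1.02146) came within the standard error without Nes-cKO NS replicate 3 or Nes-cKO Bic replicate 2. Bmp6 also did so with the astrocyte markers, a setting chosen after the values had been seen. Col14a1 had -1.573 against the paper's -1.11277, closed also by no filter on low counts and without Nes-cKO NS replicate 3 or Nes-cKO Bic replicate 2.

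The paper names Wnt7b among the downregulated genes of NS cultures. Its log2 fold change of -1.184 had an adjusted p of 0.111 in edgeR, and Table S1, as far as available, does not list it. DESeq2 with the beta prior gave -0.994 for Wnt7b (adjusted p = 0.0172). That passes the fold-change threshold of the Fig. 4a legend (0.3) but not that of 1. The paper gives Net1 as a DEG (Fig. 5a and S2G), and its log2 fold change was -0.834 in NS (adjusted p = 0.194 in edgeR) and -0.224 in Bic cultures (adjusted p = 0.627 in edgeR). In NS cultures, DESeq2 with the beta prior gave -0.736 for Net1 (adjusted p = 0.0722), again past 0.3 but not past 1. The paper states that the magnitude of the genotype differences grew with Bic. The median absolute log2 fold change of the DEGs was 1.586 in Bic and 1.707 in NS cultures, while the spread over all genes was larger in Bic cultures (0.885 against 0.712). The median depended on the setting. It was 1.211 in Bic and 1.245 in NS cultures in DESeq2 with the beta prior. With only the groups compared in the fit, it was 2.003 in Bic and 1.601 in NS cultures, the direction that the paper states. Each time the longer list of DEGs had the lower median, and both lists hold different genes. The medians can therefore not decide on the magnitude. The paper reports SRF as the most enriched factor in promoters of genes downregulated in Bic cultures. The plain CArG consensus was found in 7.2% of these promoters and in 6.0% of the others (Fisher's exact test, p = 0.176).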

Other observations

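Unless stated otherwise, the predictions below were written before the result was seen. How often chance alone gives as many genes was counted over the splits of the same cultures into groups of the same sizes. For the 115 genes changed by Bic in Nes-cKO, 7 of the 10 splits of the 6 cultures, the real one included, gave as many genes, up to 923. The splits with more genes put both cultures of at least 1 embryo on the same side and so also measure differences between embryos. Among the 4 splits with 1 culture per embryo on each side, looked at after the first count, the real one had the most genes (115 against 63, 47 and 90). For the 366 DEGs of NS cultures, 1 of the 10 splits of the 5 cultures gave as many, the real one, and the others gave 0 genes. For the 1190 DEGs of Bic cultures, 2 of the 10 splits gave as many. The other was Nes-cKO Bic replicates 2 and 3 against the remaining cultures, with 2036 genes, a split that follows neither flow cell nor counting format. It does follow the astrocyte markers, which averaged 9.805 and 8.932 in these cultures and 7.199 to 7.464 in the remaining ones. With 10 splits a share under 0.05 cannot be reached, so none of these counts can be told apart from chance by this test.

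The smaller response to Bic in Nes-cKO was tested for 3 technical explanations. The highest mean change of the Table S2 genes in a Nes-cKO pair was 0.146, below both cWT pairs, so that it does not rest on 1 atypical Nes-cKO culture. Before stimulation, the genes were 0.046 higher in Nes-cKO NS than in cWT NS cultures (exact permutation test, p = 0.2), against -1.493 after it (exact permutation test, p = 0.1, the smallest possible), a prediction written after the fold changes had been seen. That mean hides opposite shifts, with Fos (2.496) and Relb (1.299) higher and Dio2 (-1.894) and Rgs4 (-1.097) lower in Nes-cKO NS cultures by the criteria for DEGs. The 11 genes with a higher start in Nes-cKO, by 0.714 on average, rose by 1.832 in cWT and by 0.038 in Nes-cKO. The other 11 genes, which did not start higher, rose by 1.314 in cWT and by 0.031 in Nes-cKO, a comparison added after the values had been seen. A higher start is thus not shared by all genes with a smaller response, but for single genes such as Fos it is not excluded. The choice of genes in the same cWT cultures was tested by picking 22 genes with the largest change in 1 cWT pair and measuring them in the other. With the pairs as labelled, the picked genes rose by 3.152 and 3.107 where they were picked and changed by -2.131 and -1.625 in the other cWT pair, and the larger of the differences from the highest Nes-cKO pair was -1.72. The prediction written beforehand counts this as selection. However, the cWT pairs as labelled have opposite differences across genes (r of -0.572), so genes picked in 1 pair fall in the other whether or not Bic acts on them, and only 4 and 5 of the picked genes are in Table S2. The labelled version therefore does not separate selection from a wrong pairing. With the numbers of the cWT NS cultures exchanged, they changed by 1.182 and 1.593 in the other cWT pair, and the smaller of the differences from the highest Nes-cKO pair was 1.04. That version was chosen, and its prediction written, after the labelled one had been seen. Of its picked genes, 17 and 13 are in Table S2. This version speaks against selection as the only source, though selection may still inflate the size of the difference in response (1.04 and 1.47 in the picks above, against 1.538 for the Table S2 genes). The interaction, which needs no picked genes, gave 0 genes in the main fit, 5 without a filter, 6 in DESeq2 and 2 with the exchanged numbers. With the numbers as labelled, picking genes could not test selection. In DESeq2 with the beta prior, Fosb, Fos, Rgs4, Npas4 and Lipg passed the interaction without the exchange (adjusted p = 0.0132 each). For these genes the smaller response does not rest on picked genes in DESeq2, though the main fit does not show it. For the other Table S2 genes, it cannot be told apart from selection without the exchange.

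The numbers of the cWT NS cultures were looked at because cWT NS replicate 1 has the counting format of the libraries on the second flow cell while its label places it on the first. A candidate explanation is that the replicate numbers of both cWT NS files are exchanged. Across genes, the difference between the cWT NS cultures and the difference between the cWT Bic cultures had an r of -0.572 as labelled, and of -0.401 after 617 genes that depend on the counting format had been left out, whereas pairs with the same number had a mean r of 0.637 in Nes-cKO. In the correlation of samples that the paper shows (Fig. S1B), cWT cultures with the same number are joined to each other first. The counting format and the pairing remain confounded in cWT, since each cWT group holds 1 file of each format. An exchange would touch only the pairing and the flow cell of these cultures, not their condition. With the exchanged numbers in the block, 6 genes changed by Bic in cWT with an adjusted p under 0.1 (lowest, 0.00695 in edgeR), all of them in Table S2, and 2 genes passed for the interaction, Fosb (-4.74) and Fos (-4.102).

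For the DEGs between genotypes, other technical explanations were tested. Y-linked genes marked 2 cultures as male, both of Nes-cKO embryo 2, so that sex does not separate the genotypes. Microglial markers differed by -0.087 between Nes-cKO NS and cWT NS cultures, and fibroblast markers by 0.11, so that these did not shift together with the astrocyte markers (0.858) in NS cultures. Neuronal markers, however, were lower in every Nes-cKO NS culture than in every cWT NS culture, with a difference of -0.609 (exact permutation test, p = 0.1, the smallest possible). In Bic cultures, astrocyte (1.428), microglial (0.143) and fibroblast markers (0.571) were all higher in Nes-cKO while neuronal markers differed by -1.097. With the astrocyte markers as a covariate, all 366 DEGs of NS cultures kept their sign, at a median of 0.98 times the main log2 fold change. This argues against the share of astrocytes as the main source of the DEGs of NS cultures. In Bic cultures the median was 0.839 times, and a larger share of non-neuronal cells is not excluded there. A smaller share of neurons is not excluded for the DEGs of NS cultures either. An effect of genotype cannot be told apart from these. The flow cell was tested by the r of the log2 differences computed within each flow cell, which was 0.412 in NS and 0.79 in Bic cultures. No cutoff for this r was set beforehand. The first value is the lower one, and within the second flow cell each genotype has 1 culture per condition. With the counting format as a covariate, 83.6% of the DEGs of Bic cultures stayed past the threshold. Beyond the genotype itself, no biological explanation of these DEGs was tested.

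The larger number of DEGs in Bic than in NS cultures was not removed by thinning all libraries to the same size, with 1157 and 361 DEGs. This speaks against library size as its source. Without Nes-cKO Bic replicate 2, however, the numbers were close, with 793 in Bic and 684 in NS cultures. The excess also shrank strongly without either cWT Bic culture, so it depends on both of these controls. The fit of only the groups compared gave 223 in Bic cultures, and the number in Bic cultures may depend on the spread that edgeR shares between the 4 groups. An effect of stimulation cannot be told apart from that.

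The share of genes with a VP16-SRF peak among those downregulated in Bic cultures was compared with random genes of matched length and of matched expression. For matched expression, the permutation test gave p = 1e-05, the smallest that the draws can give. For matched length, the permutation test gave p = 0.0722 with 1.143 times the matched mean, so the excess of peaks cannot be told apart from the greater length of these genes. The share of promoters with a CArG box did not differ before matching (Fisher's exact test, p = 0.176), and a permutation test matched for GC content gave p = 0.0768, so no difference was there to explain.

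Nes-cKO Bic replicate 2 was the culture least like the others, with a mean r of 0.9501, and it held the largest share of alignments that were not unique (0.764 of the reads on genes). No explanation for this was tested.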
